# Enhancing single-cell ATAC sequencing with formaldehyde fixation, cryopreservation, and multiplexing for flexible analysis

**DOI:** 10.1186/s13104-025-07547-y

**Published:** 2025-10-20

**Authors:** Tobias Hohl, Ulrike Bönisch, Thomas Manke, Laura Arrigoni

**Keywords:** ATAC-seq, Sample preservation, Single-cell analysis, Formaldehyde fixation, Cryopreservation, Multiplexing, Batch effect

## Abstract

**Objective:**

The need for freshly isolated cells in bulk or single cell ATAC-seq experiments creates considerable logistical barriers and increases susceptibility to batch effects. This makes it difficult to coordinate complex or longitudinal studies. Our goal was to develop a sample preservation strategy that overcomes these limitations, enabling consistent and high-quality chromatin accessibility profiling from archived samples.

**Results:**

We established a workflow that incorporates mild formaldehyde fixation prior to cryopreservation, preserving both bulk and single-cell ATAC-seq data quality at levels comparable to fresh samples in HepG2 cells. This protocol reliably maintains key data quality metrics, including signal-to-noise ratio and fragment distributions. Furthermore, the method is fully compatible with transposase-based sample multiplexing using custom Tn5 barcodes. To address barcode hopping inherent to multiplexing, we introduced a computational demultiplexing strategy based on fragment ratios, which accurately assigns single cells to their sample of origin. Our approach streamlines experimental logistics and ensures reproducibility across diverse and temporally dispersed samples, broadening the scope for ATAC-seq–based studies, including those in clinical research settings where coordinated sample collection is challenging.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13104-025-07547-y.

## Introduction

ATAC-seq is a pivotal tool for studying chromatin accessibility, providing insights into gene regulation [1]. However, the necessity for fresh samples introduces logistical hurdles and potential technical artifacts, affecting data reproducibility and quality [2, 3]. While DMSO cryopreservation is common in ATAC-seq [4, 5], it can unpredictably alter chromatin structure and gene expression. To address these challenges, we explore a two-step procedure involving formaldehyde fixation combined with cryopreservation or flash freezing. Formaldehyde stabilizes samples, preventing biological changes during collection and storage, and extends ATAC-seq applicability to archived material. Previous studies have shown formaldehyde utility in preserving chromatin structure [6] and its effectiveness in FFPE samples [7]. Additionally, methods like FixNCut have been shown to preserve RNA integrity and minimize artifacts in single-cell assays [8].

Building on these findings, we evaluated formaldehyde fixation for single-cell ATAC-seq (scATAC-seq) using the 10x Genomics Chromium platform. By benchmarking various preservation strategies and formaldehyde concentrations, we identified optimal conditions that maintain data quality comparable to fresh samples. In particular, fixing with 0.1% formaldehyde followed by DMSO cryopreservation yields high-quality data resembling untreated samples. This approach enhances library preparation robustness and offers practical guidelines for complex designs, such as time-course experiments with multiple conditions.

Additionally, we developed a transposase-based multiplexing strategy to lower costs and improve workflow efficiency, enabling sample collection at specific time points while facilitating high-throughput analysis with the 10x Genomics platform. We anticipate this low-formaldehyde method may also benefit other Tn5-based applications, such as CUT&Tag and multiomic studies.

In summary, our study presents a comprehensive approach to overcoming fresh sample limitations in ATAC-seq, ensuring high-quality data generation while addressing cost concerns through multiplexing, paving the way for more robust and flexible study designs.

## Main text

### Results

#### Combining low formaldehyde fixation with cryopreservation yields good quality bulk ATAC-seq data

HepG2 cells were treated with formaldehyde (FA) concentrations from 0.1% to 5% to analyze its effects on chromatin accessibility and assess the impact on bulk ATAC-seq data quality. 

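The bulk experiment comprised 8 HepG2 libraries, 1 for each combination of 0.1, 0.5, 1 or 5% FA with cryopreservation or flash freezing. HepG2 is a human liver cancer cell line of hepatocyte character, and ATAC-seq uses the Tn5 transposase to insert sequencing adapters into accessible chromatin. The values reported here come from the peak list of 1 of these libraries, the one fixed with 0.1% FA and cryopreserved; the other libraries were not analysed here. No replicate of this library was analysed, so the values carry no error between replicates, and the intervals given for shares are exact binomial intervals at a 95% level that cover counting error only. The authors trimmed the reads with cutadapt, mapped them to GRCh38 with Bowtie2, removed PCR duplicates and called peaks with MACS2 on this library alone, and each peak carries the fold enrichment, -log10 p, -log10 q and summit position that the authors deposited. The number of sequenced fragments was not used here, so depth is described only by the fragments at each summit. The peak names refer to an alignment of short fragments, so these may be a subset of the library's fragments. From the deposited positions, each peak was placed relative to the canonical transcription start site (TSS) of the 62700 genes of GENCODE 44, and a peak counted as lying at a TSS when it overlapped the 1000 bp to either side. This window and the choice of 1 canonical TSS per gene set the shares at a TSS, which are given for other windows at the end of the document.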

While 1% FA is typical in chromatin assays, higher concentrations can enhance signal, prompting an evaluation of this effect on ATAC-seq [9, 10]. Following fixation, cells were preserved by cryopreservation or flash freezing, and ATAC-seq libraries were generated via the “Omni-ATAC” procedure [11]. Data were compared with publicly available ENCODE references, where fresh untreated cells were used (Fig. 1a).

Cryopreserved samples with low FA concentrations showed improved data quality, achieving a FRIPs score of about 35%, comparable to or even slightly higher as the ENCODE reference data, while flash frozen samples scored around 20% (Fig. 1b). Higher FA concentrations increased mitochondrial read contents and led to noisier genome track signals (Fig. 1c, Additional File 1: Figure S1), while the signal around ENCODE peak regions was comparable between all conditions (Fig. 1d). In contrast, sample-to-sample correlation (Fig. 1e, Additional File 1: Figure S2a) and PCA revealed decreased performance at 5% FA concentration, while 0.1% FA and cryopreservation showed optimal correlation with the reference in terms of fragment size distribution (Additional File 1: Figure S2b, c).

HepG2 transcription factor [12] footprint analysis indicated reduced signal strength at higher FA levels (Additional File 1: Figure S3).

Comparing the peaks from ENCODE reference data with the peaks called from the data of the cryopreserved sample fixed with 0.1% FA exhibited a substantial overlap (~ 70%), demonstrating consistency in signal while not introducing artificial peaks compared to fresh samples (Additional File 1: Figure S2d). This outcome verifies the minimal bias and reliable peak calling achievable with optimal FA usage. Furthermore, inspection of the heatmap (Additional File 1: Figure S2e) shows a very consistent signal also for those regions that were not jointly called as peaks - this reflects threshold effects and possible differences in statistical power.

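The cryopreserved HepG2 sample fixed with 0.1% FA had 60628 peaks, of which 60474 lay on chromosomes 1-22, X and Y, 139 on unplaced or unlocalised contigs and 15 on the mitochondrial genome. Of all peaks, 17149 (28.3%, interval 27.9 to 28.6%) lay at the TSS of an annotated gene. On chromosomes 1-22, X and Y this share was 28.3%, against 4.64% on average, and at most 4.87%, in 100 random placements of the same widths on the same chromosomes. Summits outside the TSS windows fell mainly in introns of protein-coding genes (34.9% of all peaks) and between genes (23.2%), and 1.46% fell in coding exons. Of 20033 protein-coding genes, 12313 (61.5%, interval 60.8 to 62.1%) had a TSS peak.
ANXA5, which encodes the phospholipid-binding protein annexin A5, lies on the minus strand of chromosome 4 of GRCh38 from 121667946 to 121696995. Its TSS peak spanned 121696950 to 121697289 with a fold enrichment of 21.5 and a -log10 q of 57.7, and 2 further peaks lay in its introns, with fold enrichments of 13.2 and 20.0. TUBB2A, a beta-tubulin gene on the minus strand of chromosome 6 from 3153497 to 3157544, had 1 peak, at its TSS from 3157494 to 3157721, with a fold enrichment of 15.5 and a -log10 q of 29.9. The fold at the TSS was higher for ANXA5 than for 69.1% of the protein-coding genes with a TSS peak, and for TUBB2A than for 37.0% of them. The genes of the transcription factors shown in Fig. S3 all had a TSS peak, with a fold enrichment of 24.5 for MAX, 19.1 for CTCF, 17.7 for GABPA, 11.7 for MYC, 10.3 for REST and 9.53 for CEBPB.

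**Figure D1:**
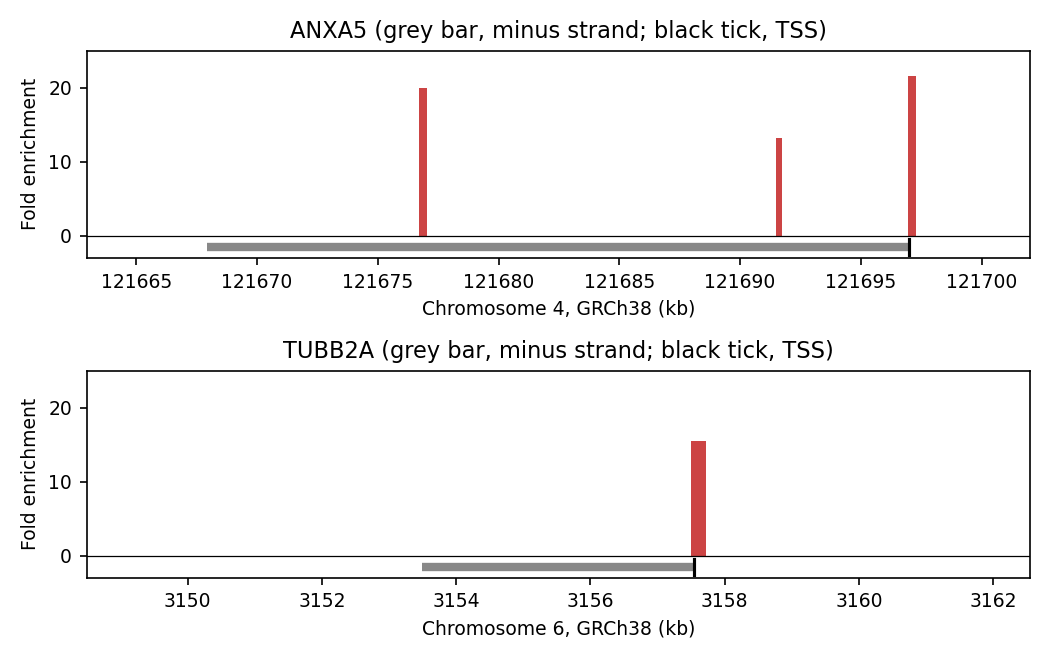
Peaks of the cryopreserved 0.1% FA sample along ANXA5 and TUBB2A, plotted by position on GRCh38 (x axis, kb) and the authors' fold enrichment (y axis); each red bar is 1 peak drawn to its width, the grey bar is the gene and the black tick its TSS. Both genes have a peak over the TSS, and ANXA5 has 2 more inside the gene.

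Among protein-coding genes, the highest fold at a TSS belonged to ABCC6 (48.5), an ABC transporter gene expressed in liver, and others among the highest were GTF2IRD2B (43.0), MRPS9 (42.6), NOMO3 (41.8), TASP1 (41.8), GLO1 (41.2), ZSWIM1 (40.6), CENPC (39.9) and ZNG1B (39.7). ABCC6, GTF2IRD2B, NOMO3 and ZNG1B have near-identical copies elsewhere in the genome; the 50 bp at their summits occur once in hg38, and sharing of reads between copies was not tested. Peaks at a TSS had a median fold enrichment of 14.4 (quartiles 9.32 and 20.5) and those elsewhere 9.81 (quartiles 7.44 and 13.8). Peaks at a TSS were also wider, with a median width of 234 against 158 bp; within quintiles of width the ratio of the 2 median folds ranged from 0.970 to 1.24, and it was below 1 in the second quintile. The reference peaks were not used here, so the overlap with them was not computed. From the overlap of the peaks with the ENCODE reference, the paper concludes that the signal is retained and that fixation adds no artificial peaks compared to fresh samples.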

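The share of genes with a TSS peak differed between gene lists. It was high for plasma protein, liver transcription factor, housekeeping and stress genes, and low for genes of other cell types. It was also low for genes of adult hepatocyte metabolism, but not against random lists matched on the GC content of the TSS (percentile 74.5). Of 24 genes for plasma proteins made by hepatocytes, 20 had a TSS peak (83.3%, interval 62.6 to 95.3%), with the highest fold enrichment at FGA (25.4) and HP (22.4), which encode fibrinogen alpha and haptoglobin, and at SERPINA1 (21.7) and TTR (18.9), which encode alpha-1 antitrypsin and transthyretin. Of 24 liver transcription factors, 21 had one (87.5%), led by FOXA3 (24.3, a peak shared with the TSS of SYMPK), ONECUT2 (22.6), XBP1 (22.0) and GATA6 (19.9). Only 2 of 24 blood cell genes had a TSS peak (8.33%), as did 3 of 22 neuronal genes (13.6%), 4 of 24 genes of skeletal and heart muscle (16.7%) and 2 of 22 genes of other liver cell types (9.09%). With other TSS definitions these shares ranged from 4.17 to 20.8% (blood cells) and from 9.09 to 31.8% (neurons). The ranges were 4.17 to 25.0% for muscle and 4.55 to 31.8% for other liver cells.
Not every liver gene had a TSS peak. ALB, the albumin gene, lacked one and so did FGB, ITIH1 and ITIH2 among the plasma proteins, HNF4G and NR1H4 among the transcription factors, and AFP, which encodes alpha-fetoprotein, and SALL4 among the 16 genes of fetal liver and hepatoblastoma. The other 14 of those genes (87.5%) had one, with the highest folds at SOX9 (22.7), KRT19 (18.8), IGF2BP1 (11.9) and EPCAM (11.4). Genes of adult hepatocyte metabolism had fewer: 9 of 26 (34.6%, interval 17.2 to 55.7%), among them PCK1 (20.1), ADH4 (18.0), CYP27A1 (16.9) and ASS1 (12.3). All 26 housekeeping genes had a TSS peak, with the highest folds at EMC7 (29.9), VPS29 (26.7), RAB7A (25.7) and TBP (24.7); the peaks of EMC7, VPS29 and TBP also lay at the TSS of PGBD4, RAD9B and PSMB1. Of 25 stress and immediate early genes 24 had one, with the highest folds at HSPA1B (25.4), GADD45A (20.6), HSPA8 (20.5) and HSPH1 (20.3), and FOSB had none; HSPA1B is nearly identical to HSPA1A, and sharing of reads between the 2 was not tested.
The exceptions in the other lists included CORO1A (12.7) and LCK (12.3) among the blood cell genes, DLG2 (27.9) and SYN1 (7.44) among the neuronal genes, MYH7 (22.9), TNNT2 (9.89), TNNI3 (6.61) and MYOD1 (5.79) among the muscle genes, and CD68 (12.2) and STAB1 (5.05) among those of other liver cells. The peak counted for DLG2 also lay at the TSS of TMEM126B. The starts of noncoding genes near the peaks of MYH7 and the others were not compared. Some of these peaks lay near the edge of the window. They include LCK (32250084 to 32250340, TSS 32251265), DLG2 (85628310 to 85628656, TSS 85627344) and STAB1 (52496331 to 52496442, TSS 52495338). With the summit required inside the window, shares were 4.17% (blood cells), 9.09% (neurons) and 4.55% (other liver cells). The muscle share stayed at 16.7%.

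**Figure D2:**
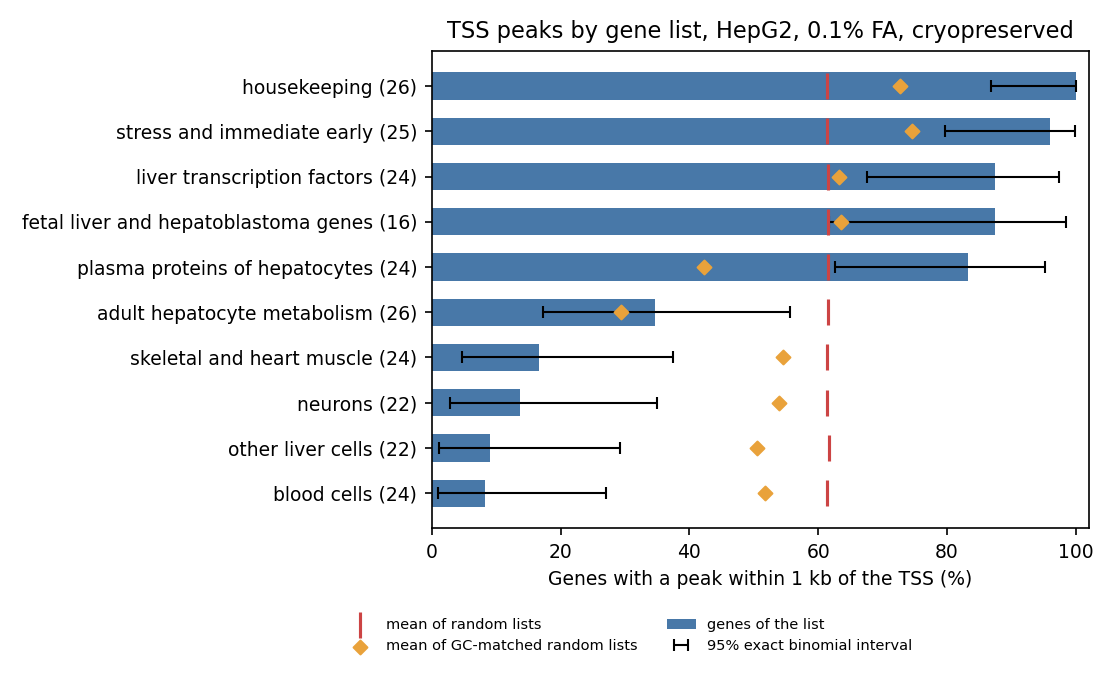
Share of the genes of each list with a peak within 1000 bp of the TSS (bars, x axis in %; number of genes in brackets), with exact binomial intervals (black lines) and the mean share of 10000 random lists of protein-coding genes (red ticks) and of random lists matched on the GC content of the TSS (diamonds). Housekeeping genes reach 100% and blood cell genes 8.33%, on either side of the 61.4% of random lists of those sizes.

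Among 10000 random lists of protein-coding genes of the same size, the plasma proteins lay at percentile 98.7, the liver transcription factors at 99.7, the fetal liver genes at 98.4, the stress genes at 99.995 and the housekeeping genes at 100, the adult metabolism genes at 0.33, and each of the other 4 lists at 0. Against random lists matched on the GC content of the TSS, the adult metabolism genes moved to percentile 74.5. These percentiles describe 1 library and are not tests across replicates.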

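Many peaks of the cryopreserved 0.1% FA sample rested on few fragments of the alignment used for peak calling. That alignment may hold only short fragments, so the counts do not give the sequencing depth of the library. On chromosomes 1-22, X and Y the median was 17 fragments over the summit, with quartiles of 10 and 32 and a range from 4 to 653. In all, 15683 peaks (25.9%) had at most 10 fragments at the summit. Peaks at a TSS had a median of 33 fragments and peaks elsewhere 14.
The lowest -log10 q in the list was 3.01, the median 17.1 and the highest 880. Raising the limit to a -log10 q of 5 left 58571 peaks (96.6%), a limit of 10 left 45558 (75.1%), a limit of 20 left 26338 (43.4%) and a limit of 50 left 8170 (13.5%). The local background was lowest and most frequent at 0.176 fragments per base, which 6427 peaks (10.6%) shared.

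**Figure D3:**
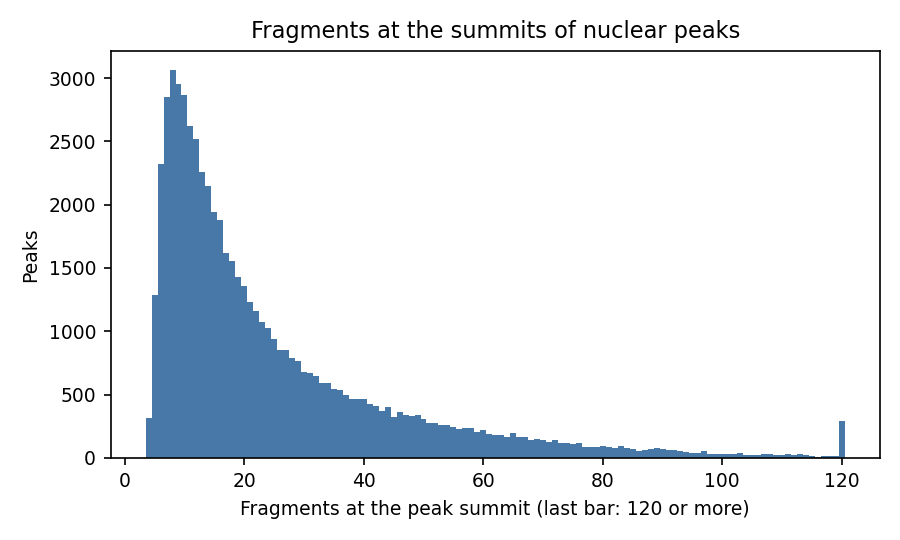
Number of nuclear peaks (y axis) by the fragments at their summit (x axis; the last bar holds peaks with 120 or more). The median is 17 fragments, and the upper quartile 32.

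Fragments at the summit are not listed in the deposited values. They were solved from each peak's fold enrichment and -log10 p, taking the fold as summit fragments plus 1 over background plus 1 and p as the Poisson probability of more fragments than observed, which are the formulas assumed here for MACS2. This was chosen after the data were examined. The solution was a whole number within 0.01 fragments for 99.7% of the peaks and within 0.002 fragments for 98.6%, the wider tolerance having been set after the first output was seen, and 1539 peaks had a second whole solution within 0.01. In simulated peaks, 99.97% of whole numbers were recovered, and of values shifted off whole numbers by 0.37 only 0.402% came out whole.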

Consequently, mild fixation combined with cryopreservation offers a dependable approach for maintaining high-quality ATAC-seq data, comparable to fresh samples without compromising integrity. This strategy fully validates the utilization of 0.1% FA for single-cell experiments, ensuring both data fidelity and reproducibility.

**Fig. 1:**
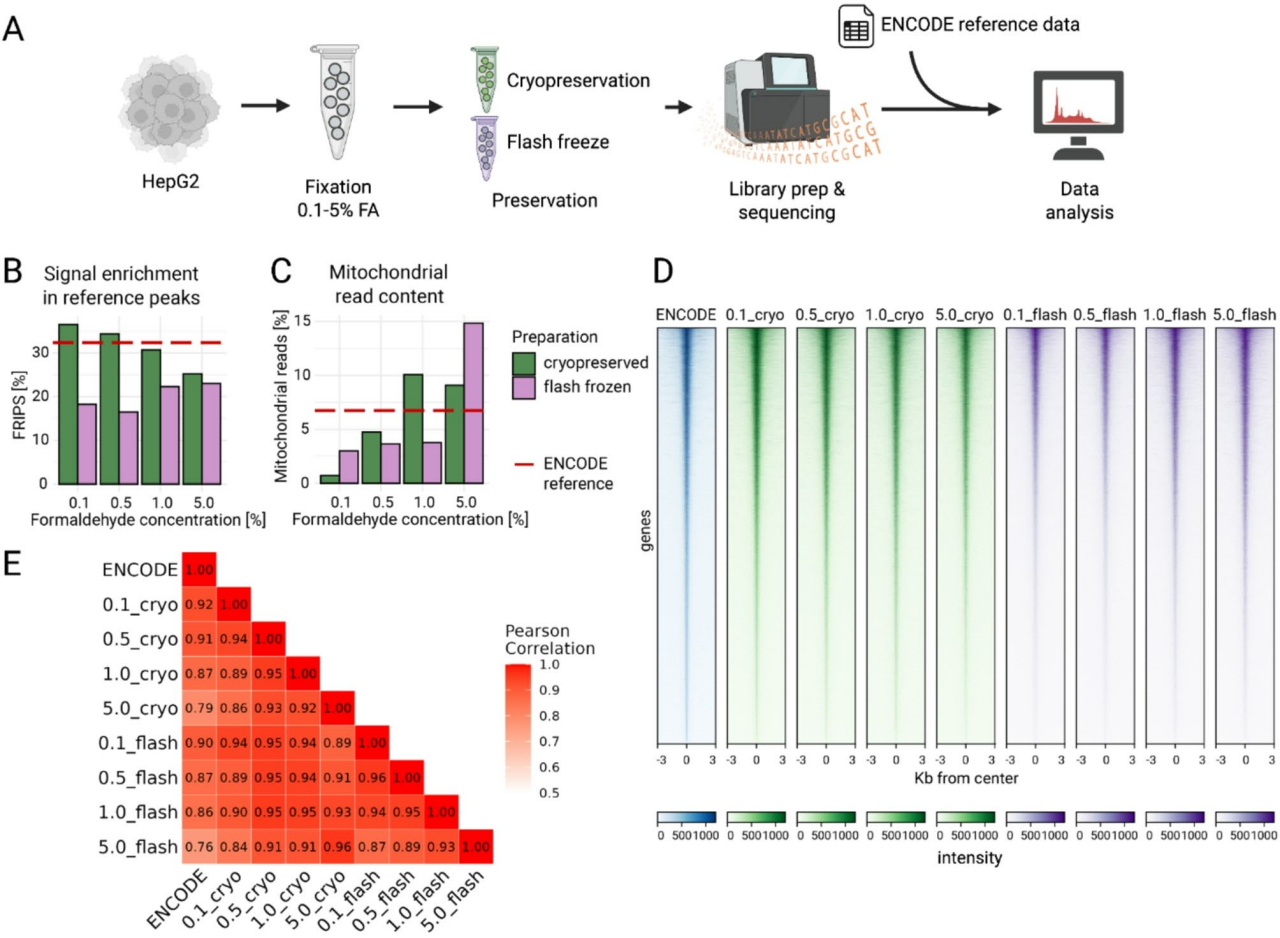
Coupling formaldehyde fixation with preservation methods yields good quality bulk ATAC-seq data. **a** Experimental workflow. HepG2 cells were formaldehyde-fixed at several concentrations, split and either cryopreserved in DMSO freezing medium (Cryopreserved) or pelletted and flash-frozen (Flash freeze). Bulk ATAC-seq libraries were prepared and sequenced. Created in BioRender. Arrigoni, L. (2024) https://BioRender.com/u59v773**b** Signal enrichment in reference peaks, measured as FRIP scores of cryopreserved and flash-frozen samples at different formaldehyde concentrations as well as the ENCODE reference data. **c**: Fraction of mitochondrial reads in sequencing data of fresh and cryopreserved samples at different formaldehyde concentrations. **d**: Heatmap showing signal enrichment centered around ENCODE reference peaks and spanning + 3 and − 3 Kb from the peak center for selected conditions. **e**: Heatmap of Pearson correlation coefficients between different conditions

#### Evaluating preservation methods for single-cell ATAC-seq applications

In extending our bulk ATAC-seq findings to single-cell applications, we integrated formaldehyde (FA) fixation into the 10x Genomics workflow and evaluated HepG2 cells under multiple conditions: fresh, cryopreserved, flash-frozen, 0.1% FA with cryopreservation, and 0.1% FA with flash freezing (Fig. 2a). Quality control assessments revealed comparable metrics across conditions, but flash-freezing reduced the signal-to-noise ratio captured in the FRIP score (Fig. 2b) and TSS accessibility (Additional File 1: Figure S4a) compared to cryopreservation, which produced data more comparable to fresh samples. The lower signal-to-noise ratio was also noticeable in a representative genome track (Fig. 2c). Importantly, non-fixed flash-frozen or cryopreserved samples lacked a distinct nucleosomal pattern, which was restored when adding a fixation step (Additional File 1: Figure S4b).

Differences between preservation protocols were visualized at the cellular level using UMAP embedding (Fig. 2d, Additional File 1: Figure S4c). This embedding, based on Latent Semantic Indexing (LSI) components (Additional File 1: Figure S5a), reveals protocol-specific differences. We investigated these differences further by identifying the LSI components responsible for sample separation (Additional File 1: Figure S5a). We then looked at the component loadings and investigated the top correlated regions (Additional File 1: Figure S5b-e). While these regions show increased signal in fresh samples, all sample types displayed signal in these regions (Additional File 1: Figure S5e) suggesting that the technical variation seen in the UMAP stems from protocol-specific differences in signal intensity rather than alterations of the epigenetic structure.

To further validate this point, we conducted differentially accessible regions (DARs) analysis comparing all treatments. The analysis indicated that although the fresh sample yielded the highest number of DARs (Additional File 1: Figure S6a), their characteristics were similar across all samples (Additional File 1: Figure S6b). Looking at the top DARs per condition revealed variations in signal intensity; however there was no absence of signal in samples with lower signal levels (Additional File 1: Figure S6c). This suggests that the observed DARs originate from preparation-specific signal strength variability rather than altered epigenetic profiles.

We conducted sample-specific peak calling to provide comprehensive peak sets both to compare data complexity and signal retention across samples and to perform signal presence correlation analysis (Fig. 2e and f, Additional File 1: Fig. 7). While the untreated fresh sample yielded the most peaks (~ 110.000) out of all samples (Additional File 1: Fig. 7a), the fixation step led to increased peak discovery in the cryopreserved sample (~ 100.000 vs. ~ 85.000 for cryopreserved without fixation) and gains in the number of peaks shared with the fresh sample by ~ 10.000 peaks (Fig. 2e). Preservation overall decreased the fraction of cells with reads in specific peak regions, but fixation mitigated this reduction, enhancing signal retention (Fig. 2f, Additional File 1: Figure S7b). Moreover, differentially called peaks were predominantly found in low fractions of cells (Fig. 2f), suggesting observed differences arise largely from statistical power disparities linked to varying cell numbers and sequencing depths across protocols, rather than inherent biological variance.

Our data confirm the feasibility of preservation techniques with the 10x Chromium scATAC-seq workflow; however, incorporating a fixation step pre-preservation enhances data quality, recovering signals otherwise lost. Ultimately, moderate fixation (0.1% FA) combined with cryopreservation results in data that most closely resemble untreated fresh samples.

**Fig. 2:**
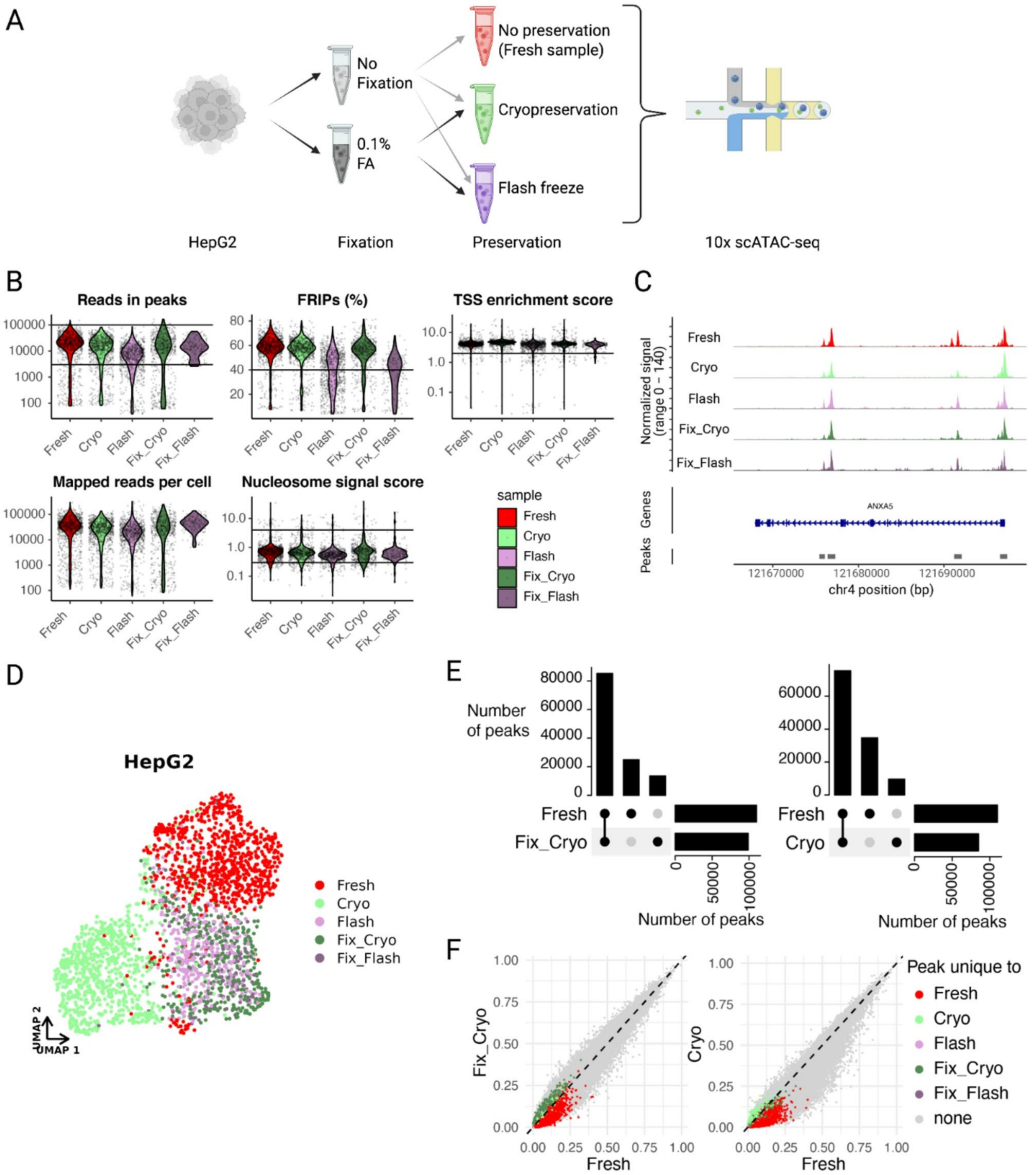
Microfluidics based scATAC-seq can be performed with fixed and preserved samples. **a** Experimental workflow. Unfixed or fixed (0.1% formaldehyde) HepG2 cells were aliquoted and preserved using cryopreservation or flash-freezing. An aliquot HepG2 not subjected to fixation and preservation (called “fresh”) was also processed in parallel. Panel created in BioRender. Arrigoni, L. (2024) https://BioRender.com/s08b492**b** Single-cell data quality metrics for each sample treatment (Fresh, Cryopreserved, Flash-frozen, Fixed and cryopreserved, Fixed and flash-frozen). The violin plots show the density of reads in peaks, FRIP scores (fraction of reads in peak regions), TSS enrichment scores, number of mapped reads per cell and nucleosome signal score. Horizontal lines depict thresholding values used for filtering during quality control. **c** Genome tracks showing the signal enrichment per sample and the identified peaks in the ANXA5 gene region. **d** UMAP representation of HepG2 scATAC-seq data. **e** Upset plots comparing peak sets called per sample. Vertical bars indicate the number of intersected peaks, or unique to the selected sample. Horizontal bars indicate the number of total peaks detected per sample. The left panel shows the peak comparison between Fresh and Fixed and cryopreserved samples. In the right panel, Fresh and cryopreserved samples are compared. **f**: Correlation plots illustrating the fractions of cells per sample that exhibit signal in the respective peak region. Each dot represents a peak among all peaks called per sample. The axes indicate the fractions of cells within the specified sample that show at least one read within the respective peak region. Peaks are colored if they were only called in one sample. The left panel compares Fresh with Fixed and cryopreserved samples. The right panel compares Fresh with cryopreserved samples

#### Dealing with barcode hopping in tagmentation-based scATAC-seq sample multiplexing

Following earlier work [13], we developed a multiplexing strategy for scATAC-seq by pre-loading Tn5 enzymes with custom barcodes. After tagmentation, the samples are pooled for library preparation and sequencing following standard protocols from 10x genomics and Illumina. The data can be demultiplexed using the sample specific barcodes (Fig. 3a). We applied this workflow and pooled ten individually labeled samples for library preparation (Fig. 3b). Despite adhering to recommended loading practices, analysis revealed that only 20% of cell barcodes were unique to individual samples, with the rest appearing across multiple samples due to barcode hopping (Fig. 3c). This phenomenon aligns with observations in similar studies, where free-floating unbound Tn5 inserts led to erroneous sample barcodes and increased doublet formation, likely due to their entry into GEMs post-pooling and functioning as library preparation primers [14].

Addressing this, we introduced a bioinformatics method leveraging normalized fragment counts for robust sample demultiplexing. We assigned cellular barcodes to samples using a metric termed Fragment Ratio (FR) shown in Eq. 1, where a cell barcode is assigned to a specific sample if more than 60% of the fragments associated with a certain barcode originate from this specific sample. This metric can be calculated as follows:

1 $$\frac{{{N_{cs}}}}{{\sum\nolimits_{s} {{N_{cs}}} }}\,=\,r>0.6$$

Where:

*r* = fragment ratio.

*c* = cell barcode.

*s* = sample.

*N*_*cs*_ = fragment count seen for cellular barcode *c* in sample *s*.

FRs for all sample and cell barcode combinations are shown in Additional File 1(Figure S8a-b). For most cell barcodes, the highest contributing sample accounts for the majority of fragments, resulting in them passing the applied threshold of 60% (Fig. 3d). This refined approach considerably enhanced assignment accuracy, successfully attributing 88% of cellular barcodes to their respective samples, compared to 22% through a simple incidence model (Fig. 3e).

Despite encountering challenges with barcode hopping, our bioinformatic approach mitigates these issues, ensuring minimal data loss and precise sample assignment.

**Fig. 3:**
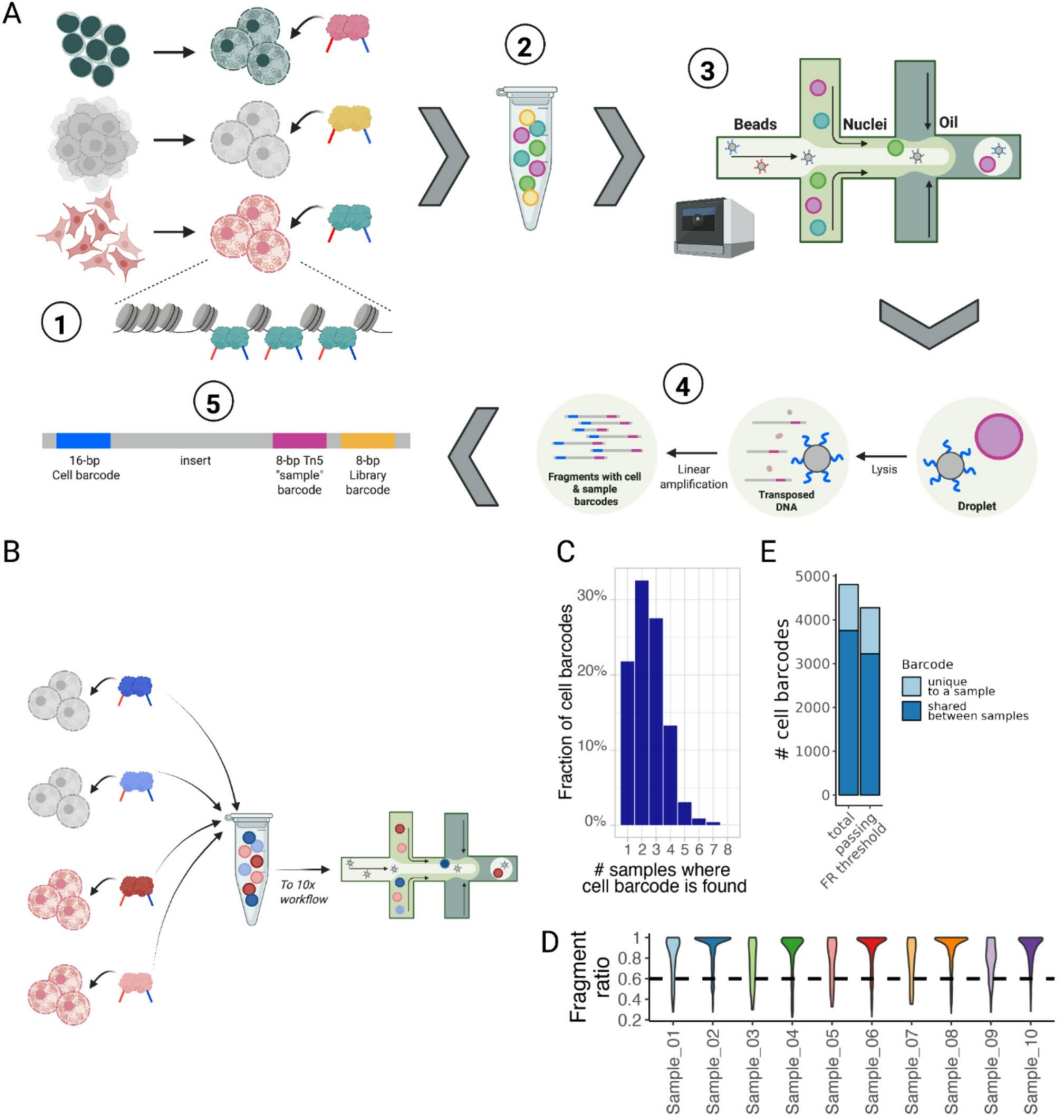
Multiplexing approach for scATAC-seq. **a** Tn5 barcoding workflow. (1) Isolated nuclei are transposed using hyperactive Tn5 with pre-loaded sample barcode constructs. (2) After Tn5 inactivation, samples are pooled. 3 & 4) 10x Genomics barcoded microbeads and transposed nuclei are encapsulated within droplets, also called GEMs (Gel beads in EMulsion). Cells are lysed inside GEMs and transposed DNA fragments are linearly amplified. At this stage single cell barcodes are incorporated in the transposed fragments. 5) PCR amplification of final fragments. The fragments include cell and library barcodes as well as the sample barcode that was introduced via Tn5 tagmentation. **b** Experimental workflow for testing the multiplexing protocol. Nuclei from individual samples were tagmented using Tn5s inserting sample-specific barcodes. After tagmentation, samples were pooled together and loaded into the 10x Genomics scATAC chip. **c** Cell barcode appearance across multiplexed samples. Only around 22% of cell barcodes appear in a singular sample, most barcodes can be found in multiple samples. **d** FR distributions across samples. The data is shown after cell barcodes were assigned to the sample with the most fragments. The dashed horizontal line depicts the FR threshold for subsequent filtering. **e**: Cell barcode retainment after FR thresholding. FR thresholding lets us recover 88% of the unique cell barcodes albeit only 22% of barcodes are unique to a sample. Panels **a**, **b** Created in BioRender. Arrigoni, L. (2024) https://BioRender.com/j56f499

## Discussion

Disentangling the timing of sample collection from preparation is crucial for various experimental setups, where logistical constraints may prevent the timely processing of fresh samples. In our study, we demonstrate that formaldehyde fixation combined with cryopreservation preserves data integrity and produces results comparable to fresh samples, offering an effective benchmarking of preservation techniques. Fixation followed by cryopreservation particularly resembles fresh samples in signal-to-noise ratio. This method enhances reproducibility and can potentially be applied to scRNA-seq and multiome protocols. Incorporating light formaldehyde fixation before cryopreservation may help eliminate DMSO-induced artifacts on gene expression [15]. Using light rather than strong fixation could obviate the need for probe methods, as suggested by recent studies [16], thereby broadening the method’s applicability across different organisms.

Additionally, we have developed a sample multiplexing strategy that might leverage the potential of higher capacity platforms such as Chromium X, which can currently process up to 20,000 cells for scRNA-seq and may extend to scATAC-seq in the future. By collecting and fixing samples on different days, particularly those with low cell amounts, researchers can fully utilize the capacity of droplet-based methods. This approach maximizes the cost-effectiveness of high-throughput analysis tools, enabling more efficient and economical research workflows.

The multiplexing of scATAC-seq experiments has recently garnered significant attention, with various protocols emerging [17–19]. Despite challenges associated with cross-labeling due to barcode hopping, our in-silico approach using fragment ratio significantly reduces data loss, effectively addressing these concerns without additional protocol modifications.

In conclusion, we provide a multiplexed scATAC-seq workflow that allows for flexible sample collection, enabling time-course experiments to be processed within a single 10x scATAC-seq reaction. This method can mitigate batch effects arising from different sampling and library preparation experiments due to streamlined preservation and parallel processing.

## Conclusions

We present a streamlined methodology for single-cell ATAC-seq sample preparation, leveraging formaldehyde fixation to overcome fresh sample dependencies. This approach guarantees high data quality comparable to fresh samples, enabling flexible experimental designs, particularly in complex, time-course studies. Our multiplexing strategy further optimizes workflow efficiency in high-throughput platforms, providing robust solutions for sample-heavy experimental settings. While we do not yet have empirical data across different omics applications, our sample preservation strategy may offer promising solutions in future omics studies.

## Methods

All methods applied in this study are described in Additional file 3 (Extended methods).

## Limitations

This study’s findings are based solely on experiments with the HepG2 cell line, limiting generalizability. Future work should extend these methods to diverse cell types to confirm broader applicability and validate their efficacy across different biological contexts. Additionally, optimizing protocols for whole tissues remains a crucial step in enhancing the utility of our approach. The amount of formaldehyde used for fixation should be carefully assessed, particularly for more delicate cells and for mitochondria-rich cell types. Based on our findings, we advise against increasing formaldehyde concentration beyond 1% to prevent an excessive increase in mitochondrial reads.

While we propose a bioinformatic approach to deal with barcode hopping in existing multiplexing workflows, developing more refined protocols to mitigate hopping at the outset will enhance accuracy and reliability in sample assignment, ensuring robust data integrity across different experimental setups.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1.

Supplementary Material 2.

Supplementary Material 3.

## Data Availability

Datasets generated during this study are available in the Gene Express Omnibus repository under accession numbers GSE281808 for bulk ATAC-seq, and GSE281809 for multiplexed single-cell ATAC-seq of HepG2 cells. Bulk ATAC-Seq reference data was downloaded from ENCODE (Experiment ENCSR042AWH, library ENCLB324GIU). The reference peak set used was downloaded using ENCODE accession ENCFF314RIW. All oligonucleotide sequences are listed in Additional File 2.

## Abbreviations

ATAC: Assay for transposase-accessible chromatin
Sc: Single cell
FFPE: Formalin-fixed paraffin-embedded
GEM: Gel Beads-in-Emulsion
PC: Principal component
UMAP: Uniform manifold approximation and projection
PCA: Principal component analysis
HepG2: Hepatoblastoma cell line
QC: Quality lntrol
FRIP: Fraction of reads in peaks
ENCODE: Encyclopedia of DNA elements
TSS: Transcription start site
TF-IDF: Term Frequency - inverse document frequency
SVD: Singular value decomposition
LSI: Latent semantic indexing
RPKM: Reads per kilobase million
bam: Binary alignment and map
TF: Transcription factor
MACS2: Model-based Analysis of ChIP-seq 2
BCL: Binary base call
Bp: Base-pair
PBS: Phosphate-buffered saline
NGS: Next generation sequencing
ME: Mosaic end
HPLC: High performance liquid chromatography
DMSO: Dimethyl sulfoxide
DMEM: Dulbecco’s modified eagle medium
EMEM: Eagle’s ledium
BSA: Bovine serum albumin
EDTA: Ethylenediamine tetraacetic acid
FA: Formaldehyde
MUX: Multiplexed
DAR: Differentially accessible region
FR: Fragment ratio

# Supplementary material for: Enhancing single-cell ATAC sequencing with formaldehyde fixation, cryopreservation, and multiplexing for flexible analysis
**Source:** BMC Res Notes. 2025 Oct 20;18:437. doi: 10.1186/s13104-025-07547-y
**Supplement:** Supplementary file 2 — Supplementary Material 2.

# Supplementary Information

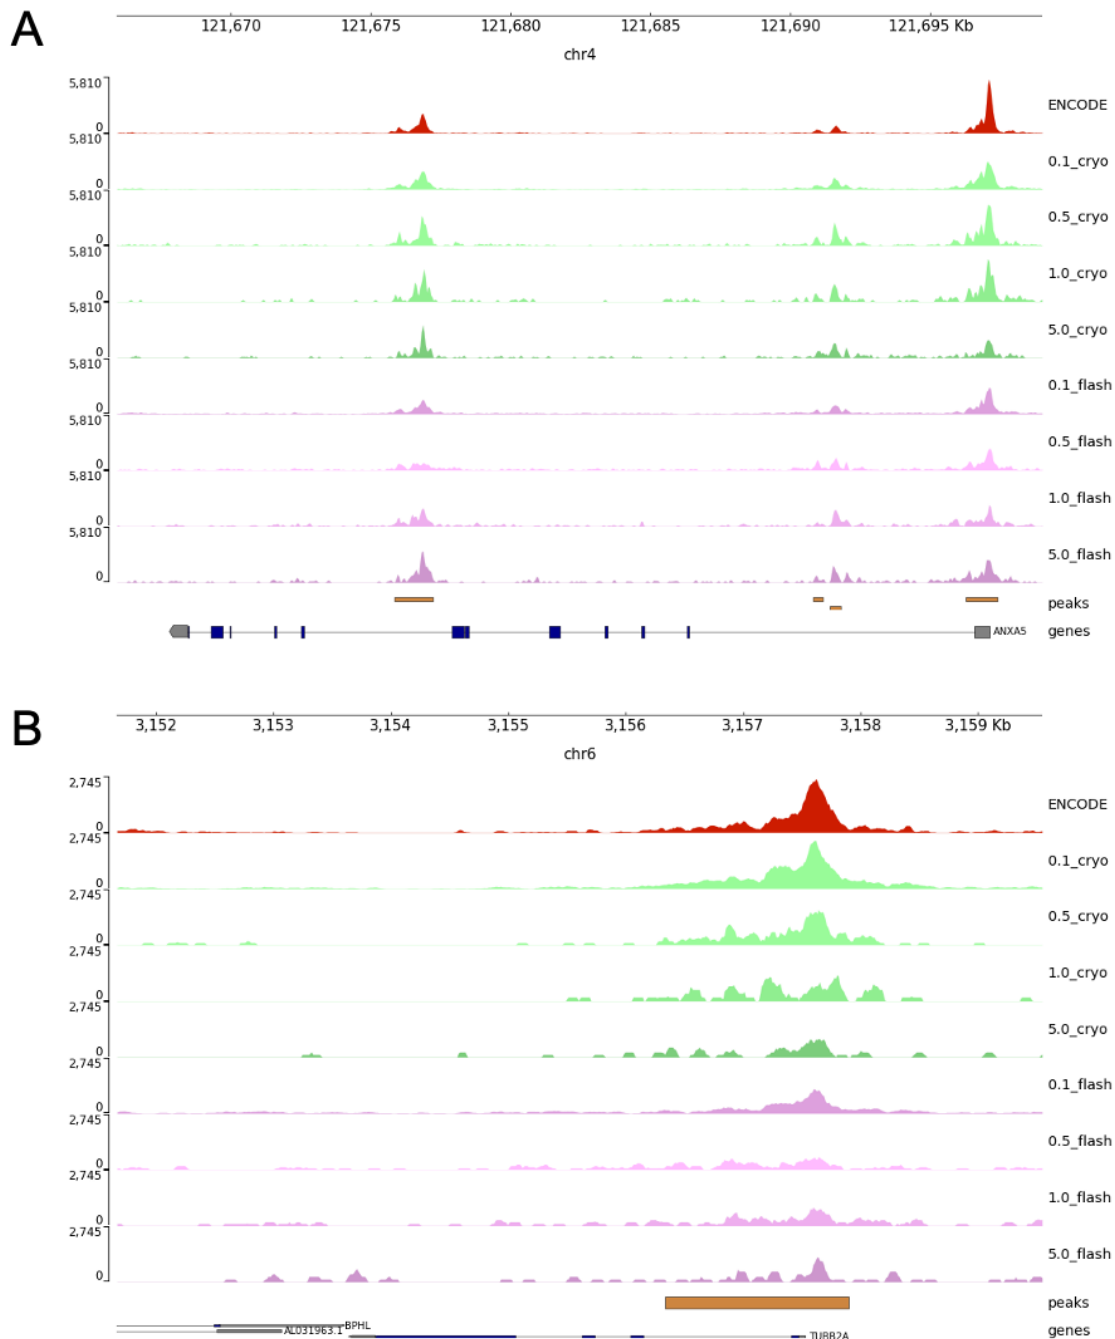

**Fig. S1: Genome tracks of selected regions.**

**a:** Genome track of the ANXA5 gene. All protocols show similar signals around peak regions. **b:** Genome track of the TUBB2A gene. While all protocols show signals within the peak region, the signal gets noisier with increasing FA concentration.

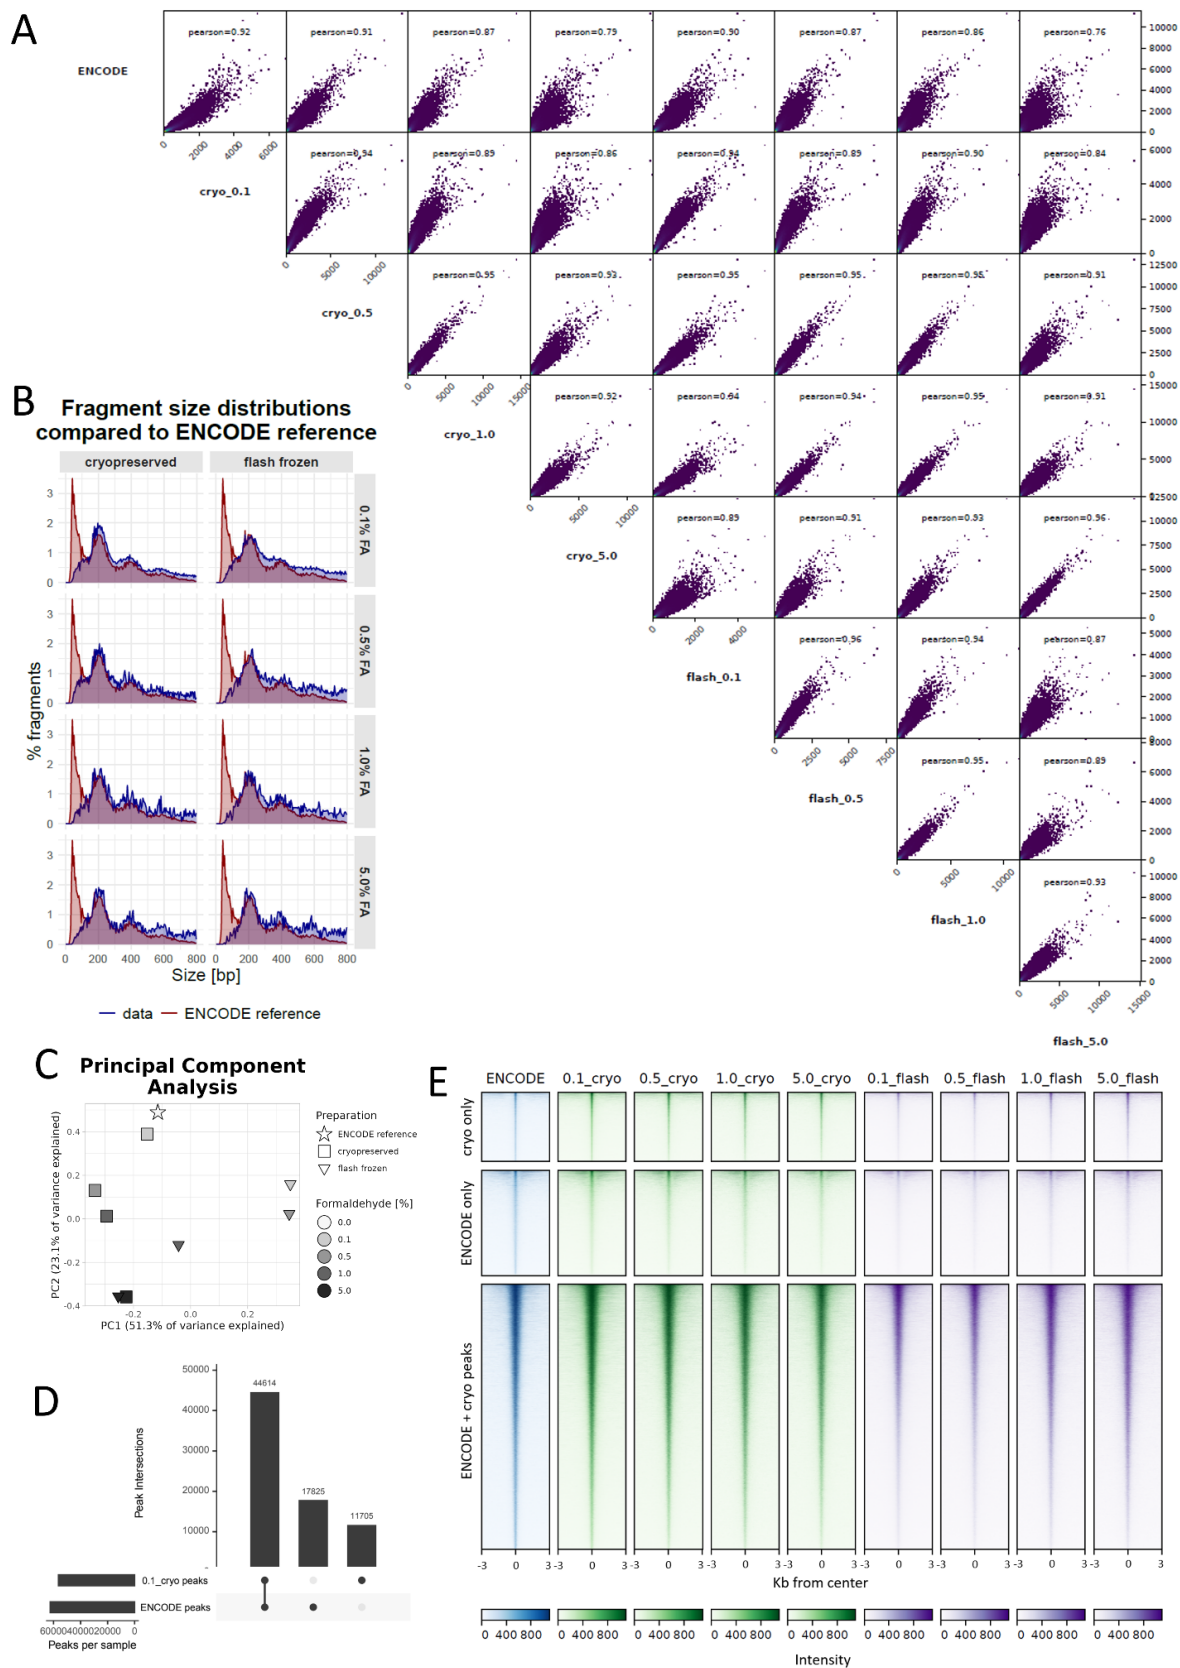

**Fig. S2: Further quality metrics on bulk ATAC-seq with sample preservation.**

**a:** Correlation scatterplots showing normalized signals in reference peak regions compared between all samples. The scatterplots resemble the underlying data to the correlation analysis in Fig. 1e. **b:** Fragment size distribution for all samples compared to a reference dataset. While increasing FA concentrations yield noisier signals in the distributions, 0.1%FA cryopreserved best resembles the nucleosomal pattern found in the reference data. **c:** PCA plot of all samples. PC2 seems to capture FA concentration, and the 0.1%FA cryopreserved sample clusters closely with the ENCODE reference data. **d:** Upset plot showing the overlap between the reference peak set and a peak set called using the data from the best performing condition (0.1% FA, cryopreserved). **e:** Heatmap showing peak sets found in c. Even though peak calling was differential between the reference and the 0.1%FA cryopreserved dataset, the signal in the unique peak sets is very comparable across all samples.

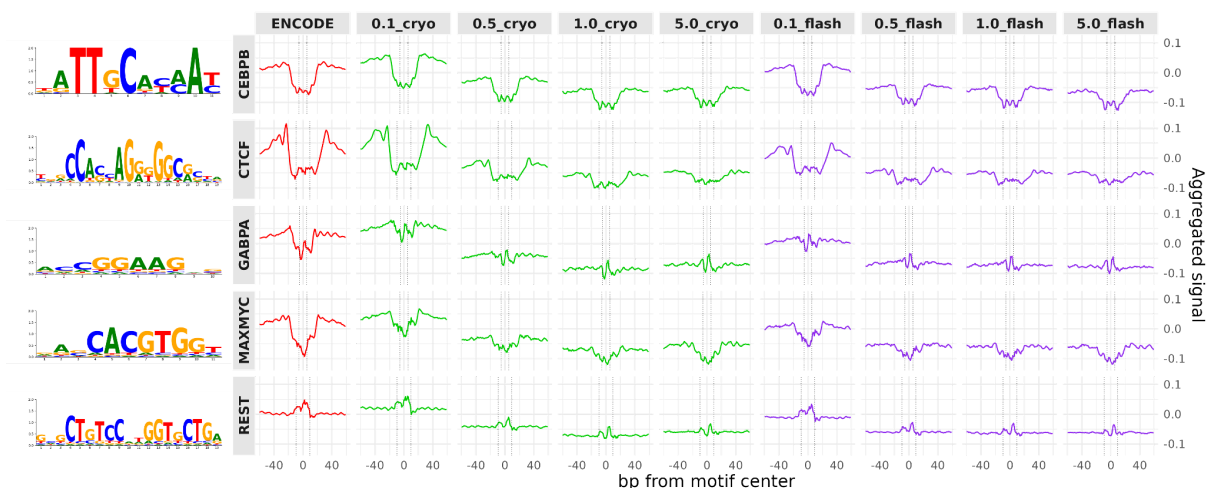

**Fig. S3: Footprint plots of selected transcription factors.**

Columns are samples, rows are transcription factors. Dotted lines show motif widths. While most footprints can be recovered for each sample, the strength decreases with increasing formaldehyde concentration. The GABPA footprint is visible only within the ENCODE and cryo\_0.1 samples.

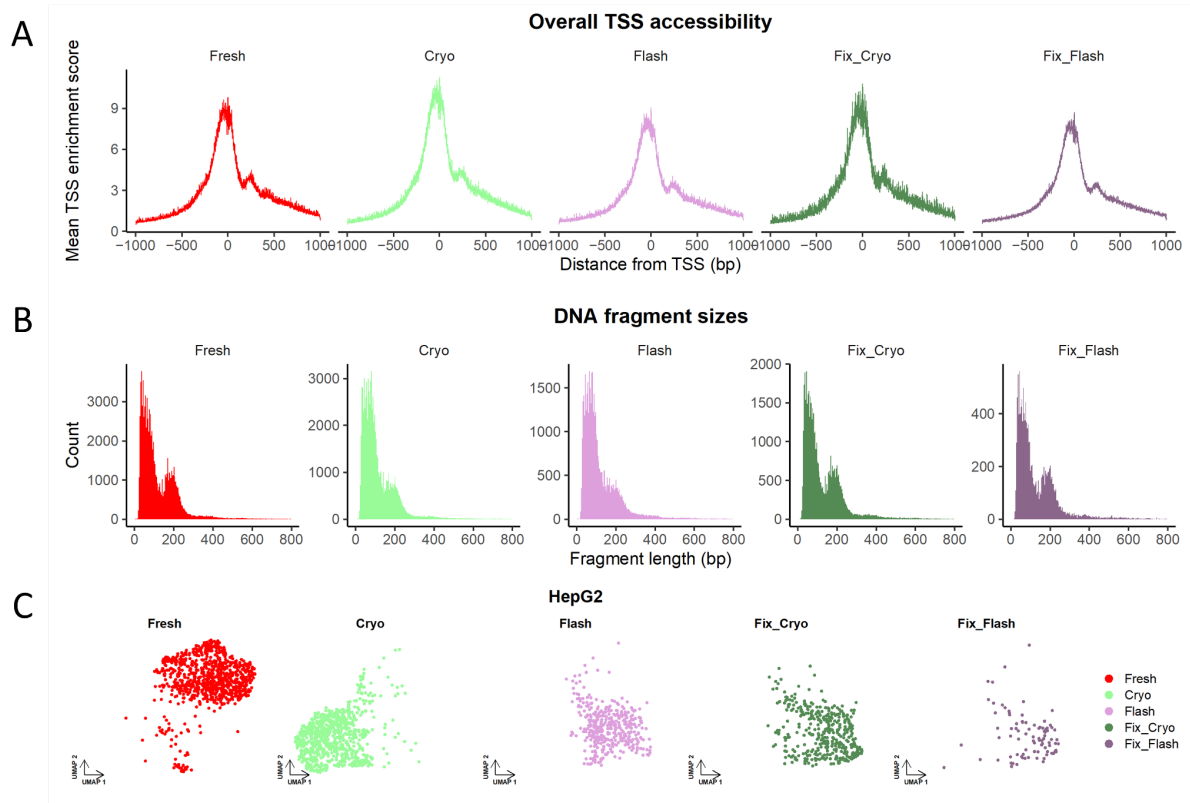

**Fig. S4: Quality control of HepG2 scATAC-seq data.**

**a:** Mean TSS enrichment score around TSS per sample. Flash freezing seems to lower the peak of the distributions. **b:** Per sample Fragment size histograms. The bimodal pattern of sub- and mononucleosomal fragments seen in the Fresh sample gets lost when cryopreserving or flash freezing. Fixation before freezing rescues the pattern. **c:** UMAP embedding split by sample.

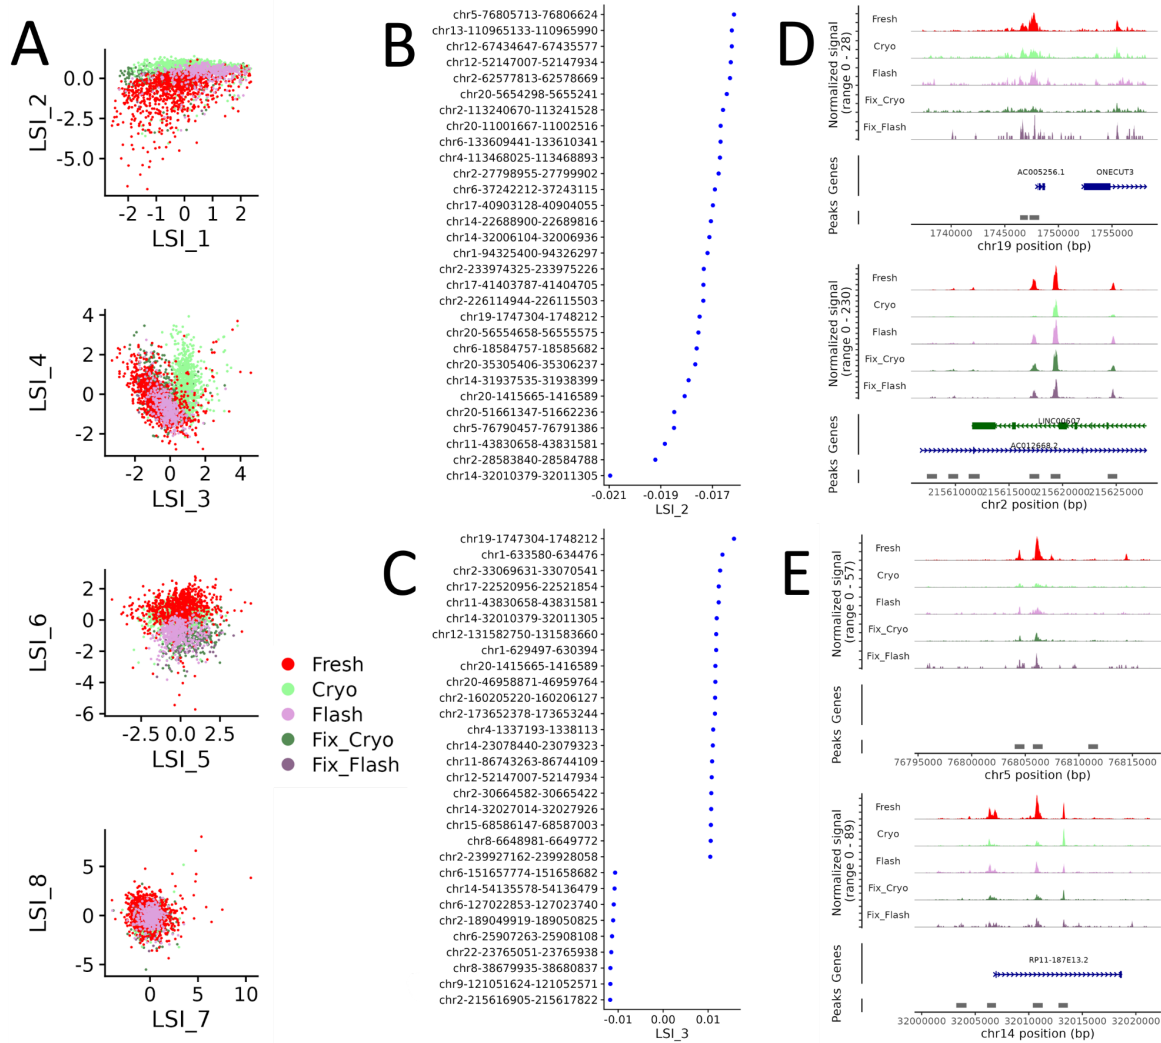

**Fig. S5: Investigating the LSI-based separation of samples on the UMAP embedding.**

**a:** Scatterplots of several LSI components colored by sample. LSI 2 and 3 show the highest degrees of sample separation. **b,c:** Loadings of LSI components 2 and 3 visualizing the top associated regions. **d,e:** Genome tracks of the top associated regions of LSI components 2 and 3. Most regions are covered by signal in all samples while the signal in the Fresh sample is increased compared to the other samples.

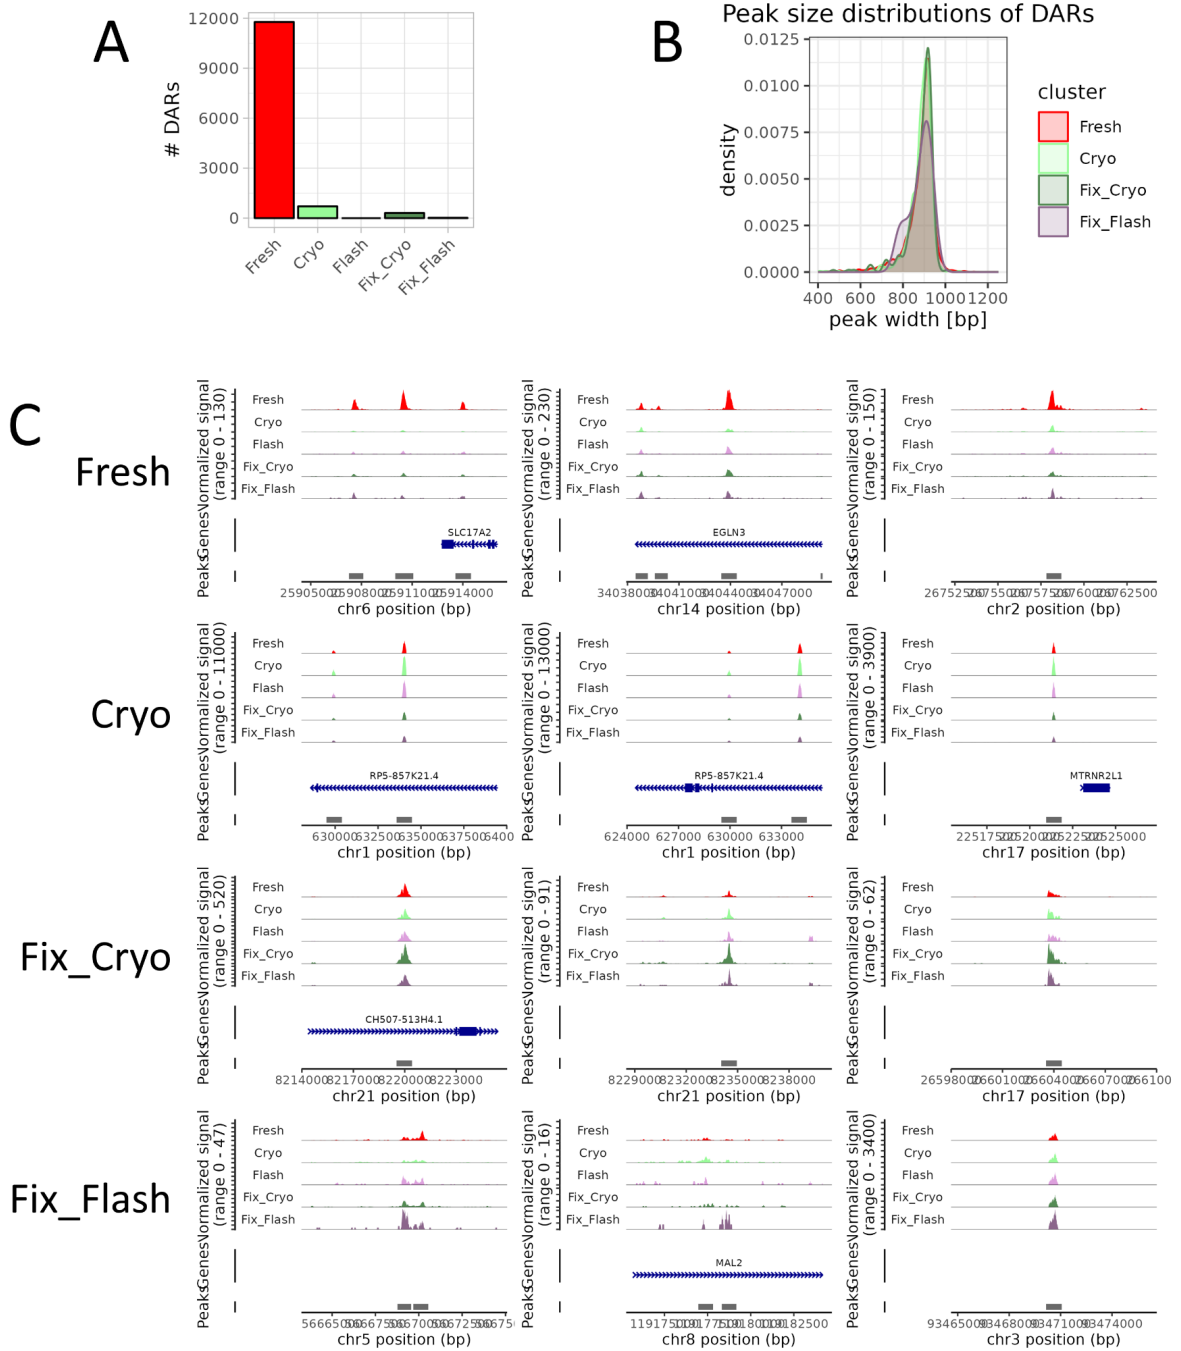

**Fig. S6: Differentially accessible peaks between conditions in scATAC-seq data.**

**a:** Amount of DARs per sample. Here, samples were compared to all other samples in order to determine DARs. **b:** Peak size distributions of DARs. All samples show very similar behavior of the distributions. **c:** Genome tracks of top 3 DARs per sample. The Flash sample did not yield any DARs. While each sample exhibits higher signal in the respective sample-specific DARs, there is signal present in all samples.

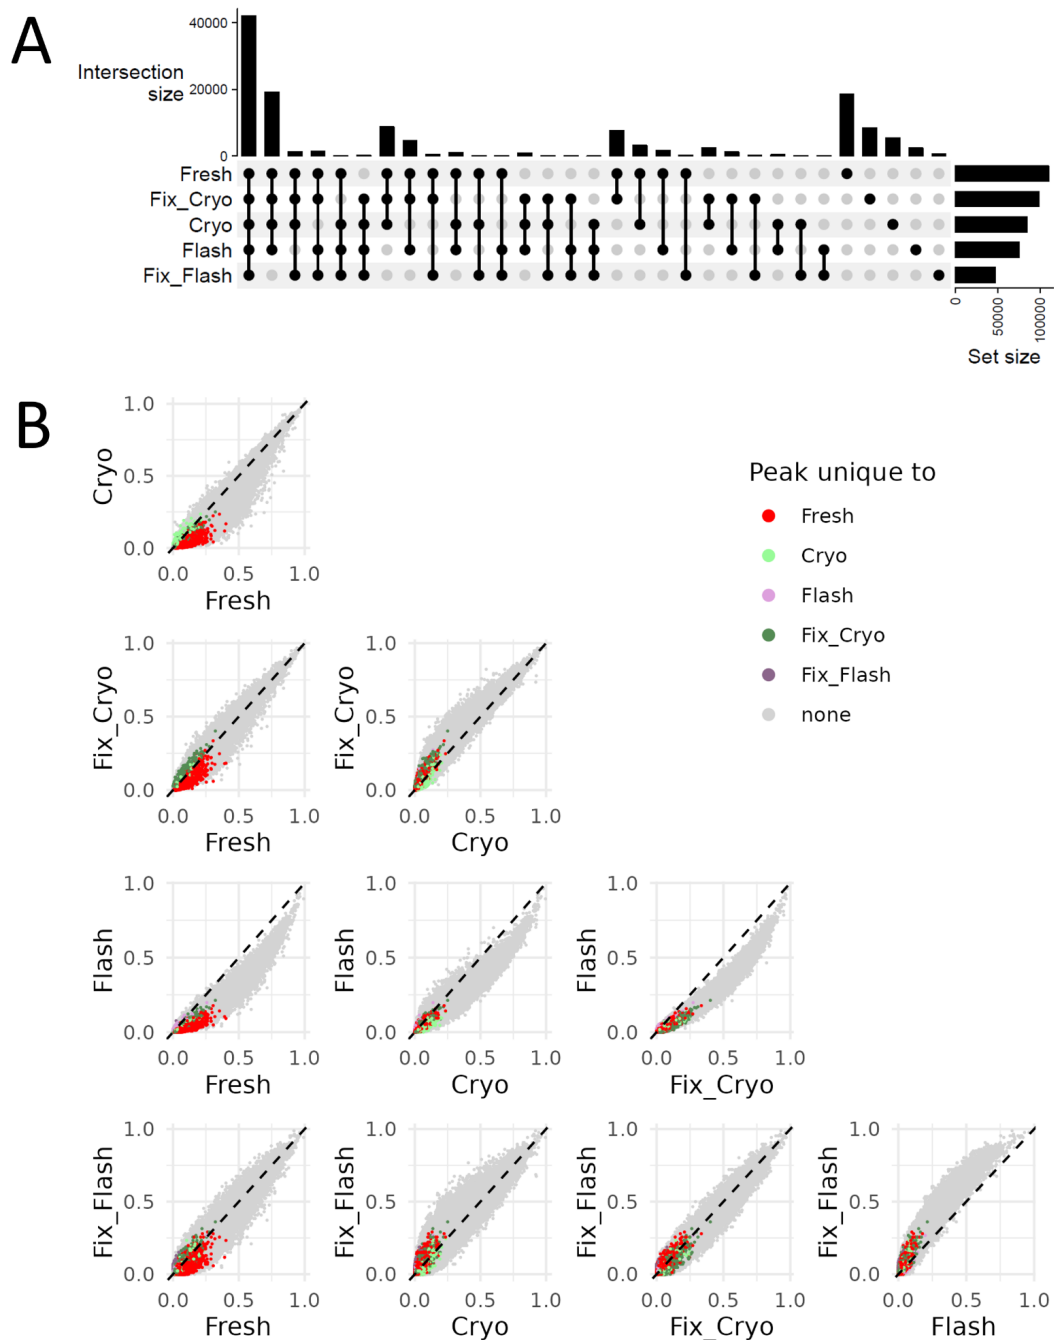

**Fig. S7: Sample specific peak calling.**

**a:** Upset plot of called peaks over all samples. Only a small percentage of peaks are unique to a certain sample. **b:** Correlation plots of peak appearance between samples. Each dot represents a peak of all peaks called per sample. The axes represent the fractions of cells within a certain sample that show at least one read within the respective peak region. Peaks are colored if they were only called in one sample. Curved plots show signal loss in certain samples, mostly non-fixed samples, while fixation prior to any freezing method seems to rescue the signal loss.

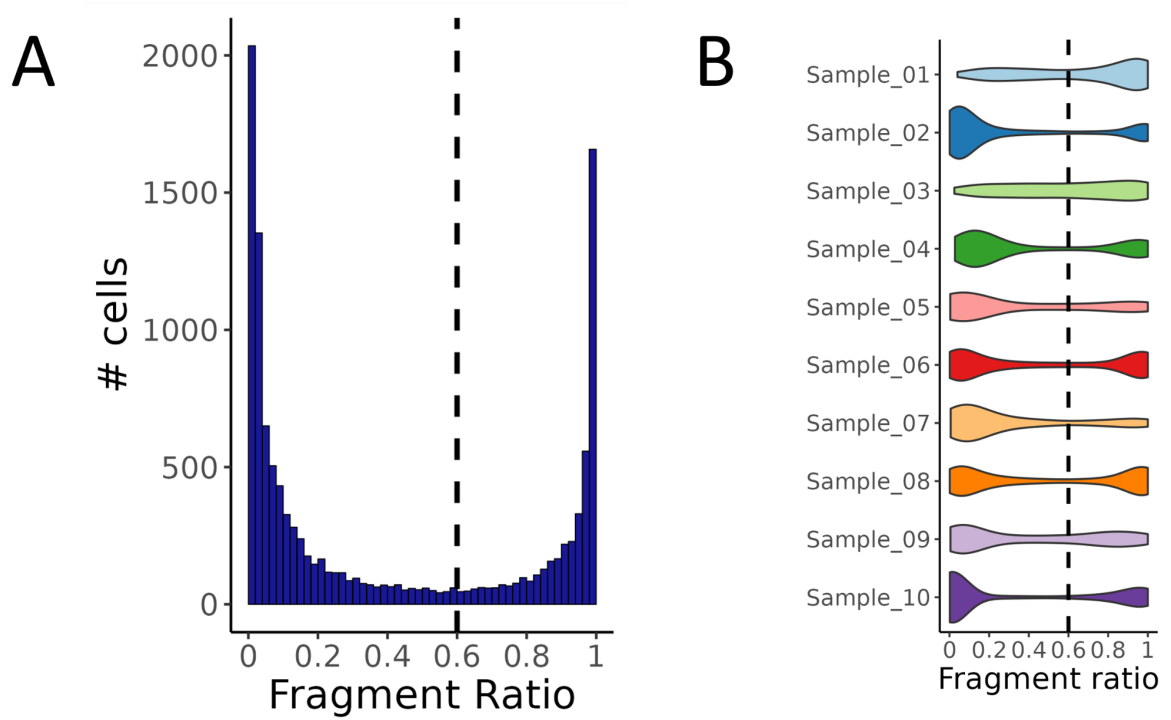

**Fig. S8: Sample barcode hopping in the context of MUX-scATAC-seq.**

**a:** Histogram of fragment ratios for all sample and cell barcode combinations. Most sample and cell barcode combinations show rather high or rather low fragment ratios. **b:** Violin plot of fragment ratios per sample for all sample and cell barcode combinations. We see a large fraction of cell and sample barcode combinations that exhibit very low fragment ratios, as already seen in panel **a**.

# Supplementary material for: Enhancing single-cell ATAC sequencing with formaldehyde fixation, cryopreservation, and multiplexing for flexible analysis
**Source:** BMC Res Notes. 2025 Oct 20;18:437. doi: 10.1186/s13104-025-07547-y
**Supplement:** Supplementary file 3 — Supplementary Material 3.

## Extended Methods

### Cell culture

Human HepG2 cells (ATCC, HB-8065) were cultured in EMEM (Sigma-Aldrich M5650) supplemented with 10% Fetal Bovine Serum (Sigma-Aldrich, F7524), 2 mM GlutaMAX (Gibco, 35050038), and 1mM sodium pyruvate (Gibco, 11360070). Cells were cultured in an incubator at 37°C with 5% CO<sub>2</sub>. Cell passages were performed by trypsinization.

### Fixation, cryopreservation and thawing

Fixative buffer was prepared by diluting a freshly opened vial of 16% Formaldehyde (CST, 12606) to a concentration of 0.1% to 5% in serum-free DMEM (Gibco, 10569010). Up to 3 million cells in suspension were transferred into 1.5 ml tubes and pelleted at 300 × g for 5 minutes. After removing the media, pellets were resuspended in 1 ml of fixative buffer and incubated at room temperature for 5 minutes, with tubes inverted every 1-2 minutes to prevent cell sedimentation. The glycine step was omitted, and cells were directly pelleted at 300 × g for 5 minutes. The supernatant was discarded appropriately. Fixed cells were washed in 1 ml of DMEM supplemented with 0.1% BSA, pelleted again, and either snap-frozen by submerging the tubes in liquid nitrogen or cryopreserved. Both snap-frozen and cryopreserved cells were stored at -70°C for long-term preservation.

Fixed or fresh cell pellets containing up to 3 million cells were resuspended in 1 ml of room temperature cryopreservation buffer (10% DMSO, 90% Fetal Bovine Serum). The vials were quickly transferred into a Mr. Frosty container equilibrated at room temperature and then placed in a -70°C freezer for at least overnight storage. For thawing, cryopreserved cells were quickly defrosted for up to 2 minutes in a thermoblock at 37°C, removing the vials when only a small ice crystal remained. Cell suspensions in DMSO were mixed and added dropwise to a 5 ml tube containing 4 ml of 1% BSA in PBS. Tubes were mixed by inversion and centrifuged at 300 × g for 5 minutes. Cells were then resuspended in the desired volume of fresh PBS/BSA and placed on ice.

### Nuclei isolation

Cells in suspension were pelleted at 300 × g for 5 minutes, resuspended in fresh media, and placed on ice. Using a hemocytometer, cells were counted, and up to 2 million cells were transferred into 1.5 ml tubes and pelleted at 300 × g for 5 minutes at 4°C. Cells and nuclei were permeabilized in 100 µl of lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1% Igepal CA-630, 0.1% Tween-20, 0.01% Digitonin, 1% BSA) and incubated for 5

minutes on ice. One milliliter of ice-cold wash buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl<sub>2</sub>, 0.1% Tween-20, 1% BSA) was added to the cell suspension and mixed by inversion.

For bulk ATAC experiments, an aliquot containing 50,000 nuclei was separated into a 1.5 ml tube, centrifuged at 500 × g for 5 minutes at 4°C, and resuspended in the transposition mix as detailed in the protocols below.

For single-cell ATAC protocols, nuclei in wash buffer were centrifuged at 500 × g for 5 minutes at 4°C. Supernatants were immediately discarded, and pellets were resuspended in 1x Nuclei Dilution Buffer (10x Genomics, 2000207) to achieve a nuclei concentration of 3,200 nuclei/μl.

## Tn5 Barcode design and transposome assembly

**Barcode design:** We developed a method to determine suitable sample barcodes that could be used for scATAC-seq multiplexing (see github repository). Given the parameters barcode length, minimum and maximum GC content, minimum distance between barcodes, the method to determine sequence distances (Hamming or Levenshtein), and an optional predefined barcode, all possible barcodes are generated and subsequently filtered for GC content, no base triplication, only single base duplication, and representation of all bases. If no barcode is predefined, a barcode with a distance to its reverse complement passing the threshold is randomly selected from the filtered list. Otherwise, the predefined barcode is used as the starting point. The remaining barcode list is filtered for elements and their reverse complement passing the distance threshold to the starting barcode. Then this step is repeated - a new barcode is sampled from the remaining list, and the list is filtered using distances of barcodes and their reverse complements to the sampled barcode - until no barcodes are remaining. The result is a list of suitable sample barcodes with a defined minimum distance between each other.

All Tn5 8-nucleotide barcodes used for this study were designed to maximize sequence diversity while ensuring a 50% GC content.

**Transposase loading:** Oligonucleotides were purchased from IDT, with HPLC purification selected for Mosaic End adapters A and B (ME-A and ME-B), and standard desalting for the Mosaic End reverse (ME-rev). A comprehensive list of all barcodes located in the ME-B oligos is provided in Additional File 2. Lyophilized ME-A, ME-B and ME-rev oligos were resuspended in Annealing Buffer (40mM Tris-HCl pH 8.0, 50mM NaCl) to a stock concentration of 100 μM. ME-A and ME-B oligos were annealed to the complementary common ME-rev oligo. For annealing, ME-A (or ME-B) oligo was mixed with ME-rev at 1:1 ratio and incubated in a thermocycler at 95 °C for 5 minutes. The mixture was then cooled to

65°C at a rate of -1°C/second, incubated at 65°C for 5 minutes, and further cooled to 4°C at the same rate.

To assemble the transposome, 5 µl of each annealed A and B transposome were combined with 10 µl of unloaded Tagmentase (Diagenode, C01070010), briefly vortexed, and incubated at 23°C for 30 minutes in a thermocycler. Subsequently, 10 µl of glycerol were added to the assembled transposase for storage at -20°C. The optimal dilution ratio of the stock Tn5 should be determined experimentally.

## Custom transposase titration using bulk ATAC-seq

To determine the optimal concentration of custom Tn5, libraries were prepared following the Omni ATAC-seq protocol with minor modifications and compared to those obtained using Illumina or 10x Genomics Tn5.

Nuclei suspension aliquots containing 50,000 nuclei were centrifuged at 500 × g for 5 minutes at 4°C. Each pellet was then resuspended in 47.5 µl of transposition mix (comprising 25 µl of Diagenode 2x Tn5 reaction buffer, 0.5 µl of 1% Digitonin, 0.5 µl of 10% Tween-20, 16.5 µl of PBS, and 5 µl of water) and placed on ice. Two-fold serial dilutions of the annealed Tn5 were prepared by diluting the stock Tn5 in Transposase dilution buffer (Diagenode, C01070011). To initiate transposition, 2.5 µl of custom diluted Tn5 (1:2 and 1:4), undiluted stock, ATAC enzyme B (10x Genomics, 2000265/72), or Illumina TDE1 Tagment enzyme (20034197) were added to each reaction, mixed by pipetting, and incubated for 30 minutes at 37°C in a thermocycler.

DNA was purified using the MinElute PCR purification kit (Qiagen, 28004) according to the manufacturer's instructions, with a final elution volume of 21 µl. For PCR amplification, 10 µl of each transposed DNA was mixed with 2.5 µl of 25 µM i5 primer (same primers as dual index Cut&Tag libraries (20), see also Additional File 2), 2.5 µl of 25 µM i7 primer (for 10x Genomics/Illumina Tn5, the Buenrostro 2015 list was used (20); for custom Tn5, see Additional File 2), and 25 µl of 2x NEBNext Ultra II Q5 Master Mix (NEB, M0544). The mixture was amplified (72°C for 5 min, 98°C for 30 s, followed by 10 cycles of 98°C for 10 s, 63°C for 30 s, 72°C for 1 min, hold at 4°C).

Final libraries were cleaned using Ampure XP at a 0.8x ratio (40 µl of beads per 50 µl of reaction) and eluted in 25 µl of EB (Qiagen). Libraries were quantified using the Qubit High Sensitivity DNA Assay (Invitrogen, Q32851) and inspected for size distribution using a Fragment Analyzer with the NGS 1-6000 bp hs DNA kit. The optimal concentration of custom Tn5 for the single-cell assay was determined by ensuring the closest similarity in library size distribution to those obtained using Illumina or 10x Genomics Tn5.

## Multiplexed bulk ATAC sequencing

A pellet containing 50,000 nuclei was resuspended in 50  $\mu$ l of transposition mix, which included 25  $\mu$ l of Diagenode 2x Tn5 reaction buffer, 0.5  $\mu$ l of 1% Digitonin, 0.5  $\mu$ l of 10% Tween-20, 16.5  $\mu$ l of PBS, 5  $\mu$ l of water, and 2.5  $\mu$ l of Custom Tn5 at a 1:4 dilution. Barcoded Tn5 were selected to ensure no barcode overlap after pooling. The mixture was thoroughly mixed by pipetting and incubated for 30 minutes at 37°C in a thermocycler, with the lid set at 50°C.

Transposition was quenched by adding 50  $\mu$ l of 2x Tn5 stop solution (40 mM EDTA, 2 mM spermidine) to each reaction, followed by incubation at 37°C for 15 minutes in a thermocycler. The reactions were then cooled and pooled in a 1.5 ml tube on ice. The pooled cells were centrifuged at 500  $\times$  g for 5 minutes at 4°C and resuspended in 100  $\mu$ l of buffer EB (Qiagen). For fixed samples, prior to purification, samples were de-crosslinked at 68°C for 30 minutes in a thermocycler, with the lid set at 85°C.

DNA was purified using the MinElute PCR purification kit (Qiagen, 28004) according to the manufacturer's instructions, with a final elution volume of 21  $\mu$ l. For PCR amplification, 10  $\mu$ l of each transposed DNA was mixed with 2.5  $\mu$ l of 25  $\mu$ M i5 primer (same primers as dual index Cut&Tag libraries (20), see also Additional File 2), 2.5  $\mu$ l of 25  $\mu$ M i7 primer (MUXscATAC\_i7\_n primer, see Additional File 2), and 25  $\mu$ l of 2x NEBNext Ultra II Q5 Master Mix (NEB, M0544). The mixture was amplified (72°C for 5 min, 98°C for 30 s, followed by 10 cycles of 98°C for 10 s, 63°C for 30 s, 72°C for 1 min, hold at 4°C).

Final libraries were cleaned using Ampure XP at a 0.8x ratio (40  $\mu$ l of beads per 50  $\mu$ l of reaction) and eluted in 25  $\mu$ l of EB (Qiagen).

## 10x Genomics single-cell ATAC v2 workflow

Five microliters of permeabilized nuclei suspension, at a concentration of 3,200 nuclei/ $\mu$ l, were mixed with 7  $\mu$ l of ATAC Buffer B (10x Genomics, 2000193) and 3  $\mu$ l of ATAC Enzyme B (10x Genomics, 2000265/72). The transposition reaction was incubated in a thermocycler at 37°C for 30 minutes, with the lid set at 50°C. The single-cell ATAC v2 protocol was then continued from step 2.1 of the manufacturer's manual (Chromium Next GEM Single Cell ATAC Reagent Kits v2 User Guide, CG000496 rev B). Final libraries were PCR-amplified using 7 cycles, as recommended for a target recovery of 10,000 cells.

## Multiplexed single-cell ATAC sequencing

A 5  $\mu$ l aliquot of permeabilized nuclei suspension, at a concentration of 3,200 nuclei/ $\mu$ l, was added to 8.5  $\mu$ l of transposition mix for multiplexed scATAC (comprising 7.5  $\mu$ l of 2x

Diagenode Tn5 reaction buffer and 1.5 µl of 10x Genomics 1x Nuclei Dilution Buffer) on ice. To each transposition reaction, 1 µl of custom barcoded Tn5 at a 1:4 dilution was added, ensuring the selection of Tn5 barcodes to avoid overlap after pooling. All reactions were mixed by pipetting and incubated in a thermocycler at 37°C for 30 minutes, with the lid set at 50°C.

Transposition was quenched by adding 1 µl of 300 mM EDTA to each reaction, followed by incubation at 37°C for 15 minutes in a thermocycler. The reactions were then cooled and pooled in a 1.5 ml tube on ice. The pooled nuclei were centrifuged at 500 × g for 5 minutes at 4°C and washed once with 500 µl of 1x Nuclei Dilution Buffer (10x Genomics, 2000207). Transposed cells were re-counted and diluted using 1x Nuclei Dilution Buffer to a concentration of 1,040 nuclei/µl.

Fifteen microliters of the diluted cell suspension were aliquoted into a PCR tube strip on ice for loading into the Chromium Controller, with a total of 15,600 cells loaded according to 10x Genomics recommendations. The single-cell ATAC v2 protocol was then continued from step 2.1 of the manufacturer's manual (Chromium Next GEM Single Cell ATAC Reagent Kits v2 User Guide, CG000496 rev B).

For final PCR amplification at step 4.1 of the User Guide, the "individual single index set N" was replaced with 2.5 µl of 25 µM custom oligo (MUXscATAC\_i7\_n, sequences in Additional File 2), selecting library indices appropriately to prevent equal index assignment. Library amplification was performed using 9 PCR cycles.

## Library quality assessment and sequencing

Libraries were quantified using the Qubit High Sensitivity DNA Assay (Invitrogen, Q32851), and size distribution was visualized by capillary electrophoresis using the Fragment Analyzer with the NGS 1-6000 bp High Sensitivity DNA kit. DNA concentrations were adjusted based on the percentage of library fragments between 150 to 1200 bp, as determined by smear analysis. Library molarity was calculated using the adjusted DNA concentration and the average fragment size from the smear analysis.

Libraries were pooled, cleaned of adapter dimers, denatured according to Illumina guidelines, and sequenced paired-end with a read length of 16x50x50x32 bp (i5 index, R1, R2, i7 index; see Additional File 3 for 32-bp i7 index sequences) on a NovaSeq 6000 instrument. This setup was used for sequencing the single-cell and Tn5 sample barcodes along with the insert. In cases where only the Tn5 inserted barcode is desired to be read in i7, libraries can be sequenced with a read length of 16x50x50x32 bp. The 8-bp and 32-bp index list is provided in Additional File 2.

## BCL conversion and demultiplexing

BCL files were converted to fastq format using bcl2fastq2. Demultiplexing was performed using either Illumina p7 barcodes or sample barcodes introduced via multiplexing.

## Bulk ATAC-seq data analysis

### Trimming & mapping

Demultiplexed fastq files from our experiments as well as the reference data downloaded from ENCODE were used to run the DNA-mapping pipeline from snakePipes (v2.7.2) (21) with default parameters (for reference, refer to ourgithub repository). Briefly, ATAC cut sites were trimmed from uniquely mapped pairs (mapq > 2) using cutadapt with parameters “--trimmerOptions -a nexteraF=CTGTCTCTTATA -A nexteraR=CTGTCTCTTATA” (added in DNA-mapping call). Mapping was performed on the human genome version GRCh38 using Bowtie2 and PCR duplicates were removed using samtools.

### Preprocessing of the ENCODE reference peak set

The reference peak set was downloaded, decompressed using gunzip and sorted via ‘sort -k1,1 -k2,2n’. In order to get rid of duplicate peaks, the ‘bedtools merge’ command from the BEDTools suite was used.

### Further analyses

The output of the DNA-mapping pipeline was used for further analysis. For all peak-dependent analyses, the preprocessed peak set of the reference ENCODE data was used. Most of the processing was conducted using the deepTools suite (v3.5.5) (22). Parameters for each step can be found on the github repository. Briefly, Coverage tracks were created using bamCoverage with RPKM normalization and a bin size of 1bp. Fragment size distribution data was generated using bamPEFragmentSize. FRIPs was determined using plotEnrichment. Both PCA (via plotPCA) and correlation (via plotCorrelation) analyses were performed using the output of MultiBigWigSummary. Peak coverage heatmaps were generated using computeMatrix and plotHeatmap. Genome tracks were plotted using pyGenomeTracks (23) with the generated bigwig files. The respective configuration files can be found on the github repository. Peaks for the 0.1% FA cryo sample were called using MACS2 with standard parameters. 

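The peaks called for the cryopreserved 0.1% FA sample were narrow, with a median width of 173 bp (quartiles 133 and 249, range 104 to 3354), and neighbouring peaks were at least 105 bp apart. The fold enrichment of a peak is the height at its summit relative to the local background and ranged from 1.30 to 78.7, with a median of 10.7. The score of a peak is 10 times its -log10 q rounded down, which held for 60606 peaks, and was 1 lower than that for the other 22. All peaks ended inside the matching sequence of hg38, including those on 34 contigs. The peaks together covered 0.406% of chromosomes 1-22, X and Y. Peak names in the list refer to an alignment of short fragments, a selection that the Extended Methods do not describe.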

Bedtools2 was used for overlapping with the reference peak set, and the results were visualized using the UpSetR library. The TOBIAS package was used for TF motif footprinting analysis (24). Plots were generated using R (v4.3.3) and

the tidyverse, ggbeeswarm, and ggstar packages. The respective scripts can be found in the repository.

## scATAC-seq data analysis

### Preprocessing

Demultiplexed fastq files were processed by running the count pipeline of the CellRanger-ATAC software (v2.1.0) by 10x Genomics on each individual sample. Briefly, the pipeline filters all reads and aligns them to the reference genome, in our case GRCh38. It demultiplexes cellular information using the cell barcode, identifies transposase cut sites, calls accessible peaks across the sample, and calls cells by determining high quality cell barcodes rich in signal-specific fragments.

The peak set used for downstream analysis was generated by running CellRanger-ATAC (v2.1.0) on publicly available HepG2 scATAC-seq data (ENCODE experiment ENCSR398OHC, R1 ENCFF074MZG, R2 ENCFF971PQX, cell barcode ENCFF084OJB).

### Analysis

How the deposited data were processed for this re-analysis (not part of the article)

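Bulk ATAC-seq had been performed on 8 HepG2 libraries, fixed with 0.1, 0.5, 1 or 5% FA and either cryopreserved or flash-frozen. Peaks of 1 library, 0.1% FA with cryopreservation, were analysed here, and no replicate of it was analysed. Single-cell data, FRiP scores, mitochondrial read shares, correlations, footprints and the ENCODE reference peaks were not analysed here.

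According to the methods, the authors trimmed reads of uniquely mapped pairs (mapq > 2) with cutadapt, mapped to GRCh38 with Bowtie2 in the snakePipes pipeline, removed duplicates with samtools and called peaks with MACS2. The sample records name bcl2fastq, cutadapt, MACS2 and deepTools 3.5.5. The MACS2 version is not given in the sources used here. For each peak the authors deposited a score, which is 10 times the -log10 q-value rounded down. The ratio in the deposited list is the fold enrichment at the summit over the local background. The deposited -log10 p and -log10 q values are those of the caller at the summit. The last deposited value is the position of the summit. Each of these belongs to its peak and was used only to describe, rank or filter peaks within the list. Whether the caller shifted read ends to the Tn5 cut site is not given in the sources used here, and it would move summits and widths by a few bases.

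Peaks were placed on genes of GENCODE 44 by overlap with the 1000 bp to either side of the TSS of the canonical transcript, over 62700 genes or the 20033 protein-coding genes on chromosomes 1-22, X and Y. The overlap was tested on simulated data, where it gave the same answer as a direct comparison for 3000 of 3000 peaks and 400 of 400 genes. The share at a TSS was set beside 100 random placements of the same widths on the same chromosomes, outside unsequenced stretches. For 10 gene lists, the share of genes with a TSS peak was set beside 10000 random lists of the same size, and beside 10000 lists matched on GC content within 500 bp of the TSS in 10 bins. For 18 motifs, the 50 bp to either side of the summit were searched on both strands and compared with windows 2000 bp to either side; GC content was taken over 100 bp to either side. The gene lists, motifs and windows and the rule for named genes were fixed before the data were examined. That rule takes the genes the paper names for this experiment, up to 4 members of each list with the highest fold at a TSS peak, members lacking a TSS peak where at most 5 do (or, in lists of other tissues, having one where at most 5 do), and the 10 protein-coding genes with the highest fold at a TSS. Genes named in the closing section because of their nearest peak were chosen after their values were seen.

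Fragments at each summit and the local background were solved from the deposited fold and -log10 p, as an analysis added after the data were examined. The sequence of 50 bp at each summit was counted over hg38 on both strands, a search tested on 200 planted sequences that were all counted exactly, and peaks were compared with the mitochondrial genome with blastn 2.17.0, keeping matches of at least 90% identity over at least 50 bp. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, samtools 1.23.1 and matplotlib 3.10.9. With 1 library there was no test between conditions; shares carry exact binomial intervals at a 95% level, which cover counting error only. Alternatives were other TSS windows (500 and 2500 bp), the summit in place of the whole peak, a -log10 q of at least 5, the start of any annotated transcript, other motif and control windows, and peaks away from a TSS.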

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

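Both tests given here of mitochondrial and repeated sequence were chosen only after the peaks with the highest fold had been listed and some recognised as copies of mitochondrial or repeated sequence. Signals in sequence that the paper does not discuss for this peak list gave 3 results. On the mitochondrial genome, 15 peaks were called, from base 31 to base 16519 and covering 63.8% of it, with 902 to 1260 fragments at the summit, a local background of 345 to 746 fragments per base and a fold enrichment of 1.30 to 2.91. On unplaced or unlocalised contigs, 139 peaks were called over 34 contigs, the most on GL000225.1 (17 peaks, 13 of them with a summit sequence found more than once in hg38) and KI270733.1 (16 peaks, with up to 698 summit fragments). On the nuclear chromosomes, 3 peaks match the mitochondrial genome: chromosome 1 from 633909 to 634116 (99.0% identity over 208 bp, 653 summit fragments), chromosome 1 from 629864 to 630024 (98.8% over 161 bp, 368 fragments) and chromosome 17 from 22521366 to 22521522 (90.2% identity, 179 fragments).

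All 3 nuclear peaks that match the mitochondrial genome were among the 100 nuclear peaks with the most summit fragments, with a median of 368 fragments against 17 for the other nuclear peaks; as no other nuclear peak matches, the mark of 5 matches that had been set could not be reached and decides nothing. A summit sequence found more than once in hg38 was present at 5% of the 100, against 1.94% of the rest and a mark of 25%. Whether reads of mitochondrial DNA produced the 3 matching peaks cannot be told apart from accessibility of those sites, since read placements were not analysed. Of the 100, 36 lay on chromosome 14, 20 on chromosome 20 and 14 on chromosome 2.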

How the results depend on the processing

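The start of any transcript, the change of tolerance from 0.002 to 0.01 fragments and the distal or single-copy medians by chromosome were chosen only after results were seen. Of 206 recomputed values, 157 kept their value or call, 46 moved, 1 lost its call and 2 changed direction; for values that moved the cause was not tested. The number of peaks stayed within a factor of 1.5 in every alternative. Of these, 2 (merging, and a -log10 q of at least 2) removed no peak and so tested nothing. A -log10 q of at least 5 left 58571 peaks and chromosomes 1-22, X and Y held 60474, so these removed few. A -log10 q of at least 20, which was not among these alternatives, left 26338 peaks (43.4%), so the number depends on the limit. At a -log10 q of at least 5, the median width was 177 bp, the share of peaks at a TSS 28.9% and the GC excess over flanks 10.2 points. The share of peaks at a TSS was 24.6% (500 bp), 34.8% (2500 bp), 27.7% (summit in the window), 22.8% (protein-coding genes only) and 35.6% (any transcript start). The share of protein-coding genes with a TSS peak was 59.2% (500 bp), 65.6% (2500 bp) and 66.9% (any transcript start). List shares moved to 95.8% (plasma proteins, 2500 bp), 4.17% (muscle, 500 bp), 31.8% (other liver cells, any transcript start) and 100% (stress genes, 2500 bp and any transcript start). Inside their wide intervals, the shares also ranged from 4.17 to 20.8% (blood cells), from 9.09 to 31.8% (neurons), up to 25.0% (muscle), down to 4.55% (other liver cells) and up to 46.2% (adult metabolism) over the TSS alternatives. Of the list percentiles, 59 of 60 kept their side of the 5th or 95th percentile, and adult hepatocyte metabolism lost it against GC-matched lists (74.5). The ratio of median folds at a TSS and elsewhere was 1.59 (500 bp), 1.33 (2500 bp) and 1.05 (within quintiles of width). The GC excess was 6.00 points away from a TSS. Peak density on chromosomes 2, 14, 16, 17 and 20 over other autosomes was 1.45 per Mb and 1.21 per protein-coding gene. Whole summit fragments at the first tolerance of 0.002 were 98.6%. Motif ratios to flanks moved, within 25 bp of the summit, to 68.5 (CTCF), 2.43 (CEBPB), 14.4 (GABPA), 3.10 (AP-1), 1.23 (GATA), 20.0 (NRF1) and 5.80 (NFY); away from a TSS, to 3.24 (CEBPB), 3.78 (GABPA), 1.87 (MAX/MYC), 13.5 (HNF4A), 3.32 (FOXA), 3.41 (AP-1), 1.44 (GATA), 3.98 (SP/KLF), 8.40 (NRF1), 2.51 (NFY) and 1.65 (MYOD); with control windows at 1 kb, to 15.2 (GABPA), 2.16 (MAX/MYC), 1.27 (GATA), 9.50 (NFI), 8.80 (SP/KLF) and 11.0 (YY1). YY1 fell to 0 away from a TSS and PU.1 rose to 2 with control windows at 1 kb, both on few matches.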

Differences from the paper's values

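No test here was chosen after the result was seen. No value set beside the paper's differed by more than a factor of 1.5. The numbers printed on the bars of Fig. S2d add up to about 56000 peaks for the cryopreserved 0.1% FA sample, and the list analysed here holds 60628, or 58571 at a -log10 q of at least 5; the figure's threshold is not stated. The paper's text gives standard parameters for peak calling, and the lowest -log10 q in the list is 3.01.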

Other observations

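The test of distal peaks on chromosome 14, with its check on the gained chromosomes, was written after the strongest peaks had been seen, and its segment and the nearest peaks of genes lacking a TSS peak were chosen after seeing the values. Motifs of liver and of ubiquitous factors were frequent at the summits of the cryopreserved 0.1% FA sample. Of 60474 summit windows, 2700 held the CTCF consensus (4.46%, interval 4.30 to 4.63%), 93.1 times the share in windows 2000 bp to either side, and it was more frequent away from a TSS (5.60%) than at one (1.59%). HNF4A, a nuclear receptor of hepatocytes, was found at 1.41% of summits (11.1 times the flanks; 1.77% away from a TSS and 0.508% at one), FOXA at 7.38% (2.57 times) and CEBPB at 1.76% (2.68 times). The promoter-associated motifs ran the other way between TSS and distal peaks: SP/KLF at 13.1% against 1.24%, NFY at 8.95% against 2.08%, GABPA at 3.75% against 0.235%, NRF1 at 1.13% against 0.0485% and YY1 at 0.321% against 0. The E-box of MAX/MYC was at 2.81% (2.42 times), AP-1 at 4.39% (2.80 times), REST at 0.112% (34 times), GATA at 2.52% (1.15 times), NFI at 0.0314% (3.17 times) and MYOD at 0.602% (1.32 times). OCT was at 0.769 times its flanks and its reversed sequence at 0.667 times, GATA's reversed sequence was at 0.561 times its flanks, and MAX/MYC was only 1.32 times as frequent as its reversed sequence, so ratios to flanks near 1 also carry base composition. PU.1, the myeloid factor, had 2 matches. The GC content was 66.1% at TSS summits and 51.1% at distal ones, against 45.7% and 45.1% in their flanks.

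Liver genes without a TSS peak differed in how far the nearest peak lay. For ALB, whose TSS is on chromosome 4 at 73404287, the nearest peak ended 15101 bp away and lay between genes (73388953 to 73389186, fold 16.8, 23 summit fragments). For AFP, further along the same chromosome, the nearest lay 3337 bp from the TSS (fold 13.3), and for HNF4G 56243 bp. The nearest peak was 1972 bp away for FGB, 1909 bp for ITIH1, 2226 bp for ITIH2, 2130 bp for SALL4 and 1416 bp for NR1H4. For FOSB, which belongs to the stress and immediate early list and not to a liver list, the nearest peak was 1179 bp away.

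GC content of the promoter was tested as an explanation of the list shares. Among random lists matched on GC content, the plasma protein list was at percentile 100, and the highest of the neuronal, blood cell and muscle lists was at percentile 0. GC content matched in 10 bins therefore leaves both patterns in place, while the adult metabolism genes moved from percentile 0.33 to 74.5, inside the range of GC-matched lists; the cause of their low share was not tested. No biological explanation was tested, since 1 library gives no second condition.

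Summit fragments differed between chromosomes. The median at TSS peaks of chromosomes 2, 14, 16, 17 and 20, taken as gained in HepG2 before the data were seen but tested after peak counts per chromosome had been seen, was at least 36, above the upper quartile of 33 of the other 17 autosomes, which is what more copies may give on chromosomes 2, 16, 17 and 20; chromosome 14 was at 33 outside the segment described next, and chromosomes 6 and 7, not among the 5, had 41 and 35. On chromosome 14, 8 of 9 bins of 1 Mb between 23000001 and 40000000 with at least 5 TSS peaks had a median over 1.5 times the autosomal 34, and the 132 TSS peaks there had a median of 81. More copies of that segment met neither mark set for them, since the median of 17 at its 387 distal peaks was 1.21 times the 14 of other autosomes, under the 1.5 required, and the 10th percentile of their background was 0.209, under the median of 0.418 elsewhere (the segment's own median was 0.575). The median of 17 was also below the bound of 21, under which a value was set to count against more copies. However, the distal medians of chromosomes 2, 16, 17 and 20 did not exceed 18 either. That bound therefore cannot separate the 2 cases, and more copies of the segment remain open. Repeated sequence was at 2.12% of the segment's peaks, which argues against it as the explanation.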
